# Impact of maternal compensation on developmental phenotypes in a zebrafish model of severe congenital muscular dystrophy

**DOI:** 10.1371/journal.pgen.1011987

**Published:** 2026-01-14

**Authors:** Kyle P. Flannery, Shorbon Mowla, Namarata Battula, L. Rose Clark, Callista D. Oliveira, Lillian M. Simhon, Deze Liu, Cynthia Venkatesan, Brittany F. Karas, Kristin R. Terez, Daniel Burbano, M. Chiara Manzini

## Abstract

Genetic compensation is a common phenomenon in zebrafish in response to genetic alterations. Differences between genetic and morpholino-mediated zebrafish models of human diseases have led to significant difficulties in phenotypic interpretation and translatability. One form of compensation is the maternal deposit of mRNAs and proteins to the oocyte that supports developmental processes before zygotic genome activation. In this study, we generated a zebrafish model of severe congenital muscular dystrophy (CMD) by targeting *protein O-mannose N-Acetylglucosaminyltransferase 2* (*pomgnt2*), a maternally provided gene that maintains cell-extracellular matrix interactions through glycosylation and leads to congenital muscular dystrophy when mutated. Zygotic knockouts (ZKOs) retain protein function in the first week post fertilization and survive to adulthood, only developing muscle disease later in life. In contrast, maternal-zygotic KOs (MZKOs) generated from ZKO females develop early-onset muscle disease, reduced motor function, neuronal axon guidance deficits, and retinal synapse disruptions recapitulating features of the human presentation. While assessing transcriptional changes linked to disease progression, the availability of embryos obtained from different breeding strategies also allowed for a direct comparison of ZKOs and MZKOs to define the impact of having a KO mother. We found that offspring from a ZKO mother, independently of genotype, show distinct expression patterns from animals obtained from heterozygous breedings. Some of these changes reflect changes in metabolic function, possibly stemming from maternal metabolic disruption. These findings will not only be applicable for other CMD models targeting maternally provided genes, but also provide new insight into modeling disease using maternal-zygotic mutants.

## Author summary

Generating zebrafish genetic mutants that exhibit similar features to human diseases can be complicated. Unlike humans, zebrafish are highly equipped to compensate for genetic mutations. As a result, mutant zebrafish are often healthy or show signs of disease much later in their lifespan. In this study, we generated a zebrafish strain with mutations in a gene that causes congenital muscular dystrophy, but due to compensation from healthy female parents, the mutant offspring do not show signs of disease until adulthood. Mutant female parents, however, cannot compensate, so their mutant offspring have disease early in life, like humans. Using mutant females to generate mutant offspring helped us study how the disease progresses in the muscles and nervous system. We also showed that this approach could impact the metabolism of these offspring compared to the offspring of healthy females. This finding is highly important, as many other mutant zebrafish designed to model human genetic disorders show the same compensation. Therefore, fully understanding this compensation will also advance our understanding of other zebrafish genetic models of disease.

## Introduction

Genetic compensation in zebrafish is a well-documented phenomenon that has profound implications for the use of zebrafish as a model system in studying developmental processes and human diseases [1]. The basis for genetic compensation arises from many sources, such as genome duplication in a teleost ancestor that led to additional copies of genes that are critical for embryonic development, as well as altered expression of non-duplicated, yet functionally similar genes that can mask the effect of genetic alterations [2–5]. As such, there has been considerable discrepancy between the phenotypes observed in fish following morpholino oligonucleotide (MO)-mediated knockdown strategies (morphants) and stable knock-out (KO) strains, leading to complications in phenotype interpretations [1,6–9].

In addition to classic genetic compensation, another source of phenotypic discrepancy between morphants and KOs stems from mRNAs and proteins deposited from the mother into the yolk of the offspring to direct embryonic development through the maternal to zygotic transition (MZT) [10,11]. Many of these gene products have been identified through maternal effect and gynogenetic screens and were found to be essential for critical processes in embryogenesis such as egg activation, cell polarity, cleavage, and body axis patterning [12–14]. In mutant zebrafish models of human diseases, such as CHARGE syndrome and scoliosis, maternal transcripts have been found to mask the impact of zygotic gene loss requiring the use of KO mothers to deplete maternal mRNAs for full phenotypic presentation [15,16]. Here, we present a zebrafish KO strain for *protein O-linked mannose N-acetylglucosaminyltransferase 2* (*pomgnt2*) as a novel *in vivo* model of congenital neuromuscular disease and leverage this model to define the impact of maternal gene products and declining health in KO mothers.

*POMGNT2* encodes a glycosyltransferase enzyme involved in the glycosylation of α-dystroglycan (α-DG), the extracellular glycoprotein in the dystrophin-glycoprotein complex (DGC) [17,18]. α-DG is bound to its transmembrane subunitβ-DG originating from the same precursor protein and links intracellular dystrophin to ligands in the extracellular matrix (ECM). These extracellular interactions are mediated through an elongated functional glycan, termed matriglycan [19,20]. Matriglycan is initiated via an O-linked mannose (O-Man) on the mucin domain of α-DG by the Protein O-mannosyltransferase 1 and 2 (POMT1, POMT2) complex and then extended by seven glycosyltransferases that add different sugars in a specific order. POMGNT2 catalyzes the addition of an N-acetylglucosamine to the O-Man and is selective for matriglycan over other O-Man initiated chains on α-DG [17,21]. Biallelic variants in any of these glycosyltransferases cause a heterogeneous group of congenital muscular dystrophies (CMDs), termed dystroglycanopathies. Loss of function (LOF) variants in either *POMT1–2* or *POMGNT2* cause Walker Warburg Syndrome (WWS), the most severe dystroglycanopathy that is associated with profound brain and eye malformations including cobblestone lissencephaly, hydrocephalus, cerebellar hypoplasia, and retinal defects [22–24].

Due to a rodent-specific essential role of α-DG in post-implantation, mouse KO models of multiple genes involved in α-DG glycosylation lead to embryonic or perinatal lethality, hindering studies of disease progression beyond birth [25–31]. As such, zebrafish have emerged as a prominent model of dystroglycanopathy. However, zebrafish KOs disrupting α-DG glycosylation present with the same discrepancy between MO and KO models that are prevalent in the field. KOs for *dystroglycan* (*dag1*) itself, also known as *patchytail,* and another glycosyltransferase involved in matriglycan assembly, *fukutin-related protein* (*fkrp*), show muscle disease and lethality within 10 dpf [32,33]. In contrast, KOs for *pomt2* and *protein O-linked mannose N-acetylglucosaminyltransferase 1* (*pomgnt1*) have delayed onset months post fertilization [34,35]. A recent study by our group reconciled these differences in a model for *POMT1* LOF, showing that maternally provided Pomt1 maintained α-DG glycosylation and masked early developmental phenotypes in zebrafish [36]. We found the same to be true in developing a model of *POMGNT2* LOF.

While generating maternal-zygotic mutants through zygotic mutant females has been widely undertaken to study the effect of maternally provided gene loss, there has not been as much investigation into the effects on offspring outcomes that may arise due to the zygotic mutations in female parents. However, when performing transcriptomic analyses to investigate disease progression, we also defined the differences between zygotic *pomgnt2* KO (ZKO) embryos that initially retain α-DG glycosylation and maternal-zygotic KOs (MZKOs) that do not. We revealed distinct correlations in gene expression patterns reflecting changes in metabolic function in MZKOs as well as their heterozygous siblings. These findings demonstrate how muscle wasting and declining health in zygotic mutant females may lead to physiological changes in their progeny and will have immediate applicability for the generation of novel zebrafish models of CMD caused by mutations in genes that are maternally provided to the embryo.

## Results

### Loss of zygotic *pomgnt2* leads to adult-onset muscle phenotypes

To generate a *pomgnt2* KO strain*,* we used CRISPR-Cas9-induced nonhomologous end joining (NHEJ) with guide RNAs (gRNAs) targeting each of the two coding exons. We identified multiple frameshifts that disrupted *pomgnt2* in F1 founders. Deletions near the protospacer adjacent motif (PAM) sequence in exon 1 led to the usage of an alternative start codon, but we identified a 13 bp insertion (NM_001012384: c.17insTAAAATAAGGCTA, p.Cys6fs) with an additional 4 bp deletion (NM_001012384: c.32_35del, p.Pro11fs) that also disrupted the alternative start site. In addition, we found a 7 bp deletion in exon 2 in the glycosyltransferase domain (NM_001012384: c.713_719del, p.Ser238fs), and founders carrying both variants on the same allele (Fig 1A). There are no suitable antibodies to test for Pomgnt2 protein expression in zebrafish. We tested KO embryos from heterozygous crosses (HetxHet) for nonsense mediated mRNA decay via qPCR and found that the mutated mRNA was present (S1A Fig). However, we confirmed Pomgnt2 LOF through western blotting using the α-DG glyco-specific antibody clone IIH6C4 on glycoprotein-enriched lysates. We found that α-DG glycosylation was absent in all three KO lines at 1 month post-fertilization (mpf), while β-DG, which is produced by the same transcript and indicated dystroglycan enrichment, was present in excess (Figs 1B and S1B, S1C). We used the line disrupting both exon 1 and exon 2 for further study.

**Fig 1:**
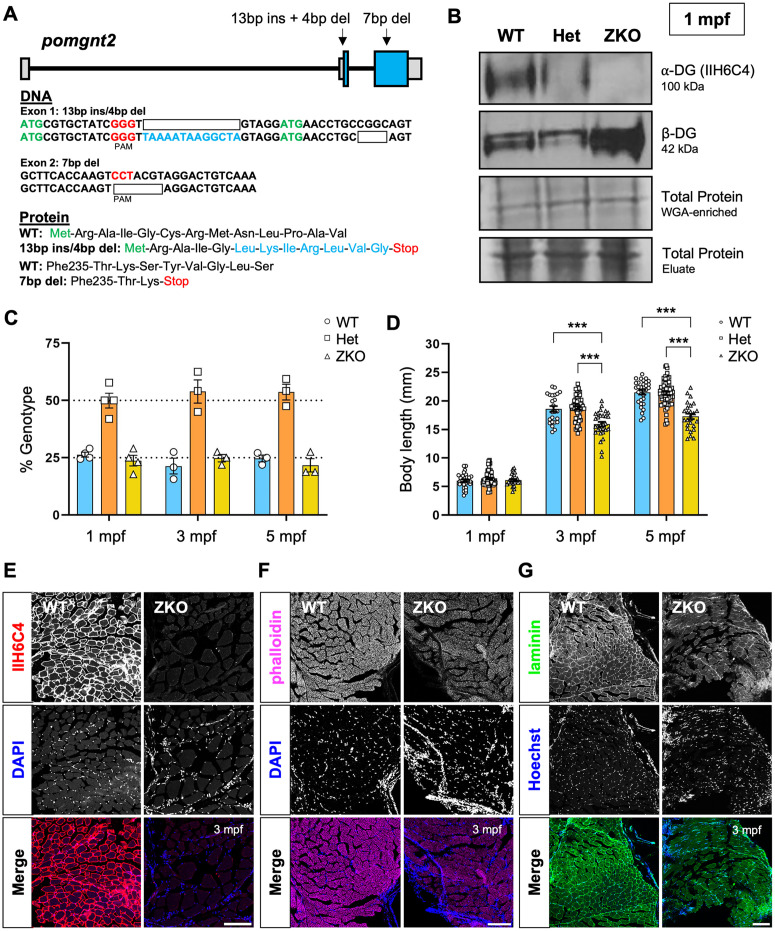
Generation of the *pomgnt2* line and adult-onset phenotypes in ZKOs. **A**: Mutation schematic showing indels in exons 1 and 2 induced through CRISPR-Cas9 nonhomologous end joining. **B**: Western blot showing complete loss of α-DG glycosylation labeled via the glyco-specific IIH6C4 antibody in ZKOs at 1 mpf, even when glycoprotein-enriched lysate is in excess as shown through β-DG protein levels. **C**: Survival analysis showing ZKOs surviving in Mendelian ratios through 5 mpf. Expected survival rates of 25% for WTs and ZKOs and of 50% for Hets is indicated by dotted lines. **D**: Body length measurements showing comparable body length between ZKOs and their siblings at 1 mpf, but a significant reduction in ZKOs at 3 and 5 mpf (***p < 0.001). **E–G**: Images of transverse muscle sections stained for α-DG glycosylation (IIH6C4) **(E)**, F-actin filaments **(F)**, and laminin (**G**) showing fiber separation, disorganization, and possible fibrosis in ZKOs (20X magnification, scale bars: 100 µm).

To determine how loss of *pomgnt2* impacts the overall health of the zebrafish, we examined survival, gross morphology, and muscle structure. We found that zygotic KOs (ZKOs) from heterozygous crosses (Het X Het) survive in Mendelian genotypic ratios into early adulthood (1 mpf: WT 26.35 ± 1.04%; Het 49.93 ± 3.23%; ZKO 23.72 ± 2.34%; N = 4 cohorts, n = 134; 3 mpf: WT 21.32 ± 3.44%; Het 53.89 ± 5.05%; ZKO 24.79 ± 1.63%; N = 3 cohorts, n = 120; 5 mpf: WT 24.65 ± 1.51%; Het 53.68 ± 3.44%; ZKO 21.67 ± 2.92%; N = 3 cohorts, n = 120) (Fig 1C). In addition, no differences in body length were observed at 1 mpf (Fig 1D), but ZKOs were significantly smaller than their WT and Het siblings at 3 and 5 mpf (1 mpf: WT: 6.04 ± 0.23 mm, n = 30; Het: 6.41 mm ± 0.18, n = 53; ZKO: 6.11 mm ± 0.20, n = 26; N = 3 cohorts. p > 0.9999; 3 mpf: WT: 18.61 mm ± 0.51, n = 24; Het: 18.76 mm ± 0.29, n = 57; ZKO: 15.93 mm ± 0.41, n = 30; ***p < 0.001. 5 mpf: WT: 21.53 mm ± 0.40, n = 30; Het: 21.33 mm ± 0.28, n = 62; ZKO: 17.29 mm ± 0.47, n = 26; N = 3 cohorts. ***p < 0.001) (Fig 1D).

One of the main features of dystroglycanopathy is loss of muscle integrity which mirrored the delayed growth in ZKOs. Muscle fibers stained with fluorescently conjugated phalloidin were organized and uniform in ZKOs at 1 mpf, comparable to WT (S1D Fig). However, general signs of muscle disease were present at 3 mpf and visualized through fluorescent staining for α-DG glycosylation, F-actin filaments, and laminin, showing muscle fiber separation, size variability, disorganization, and nuclear staining patterns suggestive of fibrosis (Fig 1E–1G). While survival was only formally assessed through 5 mpf, ZKOs could be maintained up to 1 year of age at lower stocking densities to limit food competition. At this time, muscle disease in ZKOs was significantly advanced with evidence of severe fibrosis (S2A Fig) and disrupted locomotor function (S2B–S2D Fig). Taken together, these findings indicate that ZKOs exhibit prolonged survival but have progressive muscle disease in adulthood.

### Loss of maternal and zygotic pomgnt2 unmasks early developmental phenotypes

While loss of α-DG itself in *dag1* ZKOs leads to severe phenotypes during the first two weeks post fertilization [32], the mild phenotypic presentation in *pomgnt2* ZKOs mirrored disease progression in *pomt1* ZKOs where maternally provided *pomt1* masked developmental phenotypes [36]. *pomgnt2* mRNA has been detected in the embryo at developmental stages before the MZT in RNA sequencing studies [37]. We performed independent qPCR validation between 0 and 96 hours post fertilization (hpf) showing that it is maternally provided (0 hpf: 1.05 ± 0.23; 24 hpf: 0.04 ± 0.004; 48 hpf: 0.13 ± 0.01; 72 hpf: 0.16 ± 0.03; 96 hpf: 0.37 ± 0.05) (Fig 2A). We confirmed that *pomgnt2* ZKOs retain α-DG glycosylation in embryos and larvae by examining IIH6C4 immunostaining at 7 dpf (Fig 2B). We then bred ZKO females with Het males resulting in progeny with an expected ratio of 50% maternal *pomgnt2* Hets (MHets) and 50% maternal zygotic KOs (MZKOs). Here, we found that α-DG glycosylation was eliminated in MZKOs at 7 dpf (Fig 2B), supporting our hypothesis that maternally provided *pomgnt2* was the most likely source of residual glycosylation in ZKOs.

**Fig 2:**
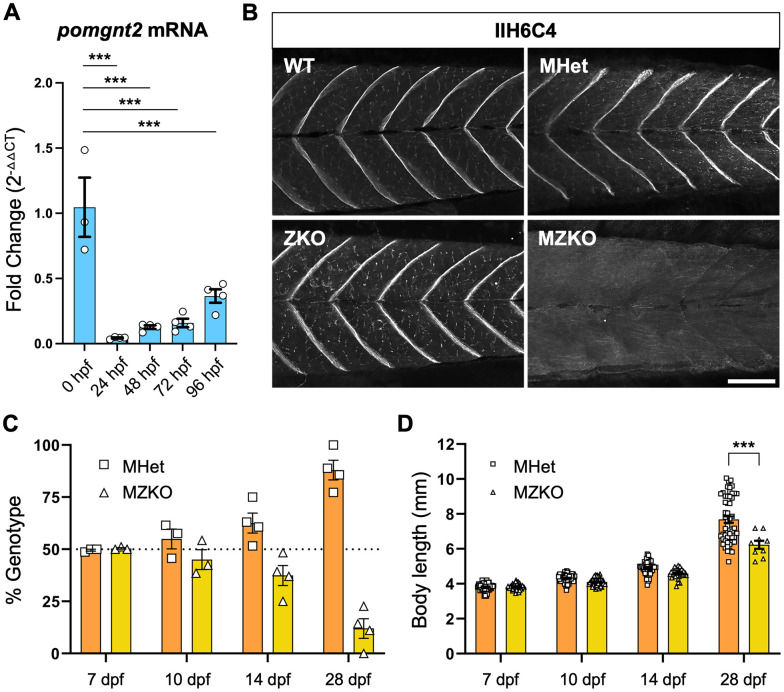
Developmental phenotypes caused by elimination of maternal *pomgnt2.* **A**: qPCR analysis showing high *pomgnt2* mRNA expression in oocytes and increasing zygotic expression between 24 and 96 hpf. (***p < 0.001) **B**: Immunofluorescent staining of muscle showing that ZKOs have residual α-DG glycosylation due to maternally provided *pomgnt2*, but this is depleted in MZKOs without maternal *pomgnt2* (10X magnification, scale bar: 100 µm). **C**: Survival analysis showing that MZKOs begin to deviate from the Mendelian 50/50 survival ratio between 10-14 dpf, with most MZKOs dead by 28 dpf. **D**: Body length measurements showing a trend toward reduction in MZKOs at 14 dpf and a significant reduction at 28 dpf (***p < 0.001).

MZKO survival progressively declined between 10 and 14 dpf and the majority of MZKOs died by 28 dpf (7 dpf: MHet 49.57 ± 0.43%; MZKO 50.40 ± 0.40%; N = 3 cohorts. 10 dpf: MHet 54.93 ± 4.75%; MZKO 45.07 ± 4.75%; N = 3 clutches. 14 dpf: MHet 62.18 ± 5.13%, n = 42; MZKO 37.83 ± 5.13%; N = 4 clutches. 28 dpf: MHet = 87.98 ± 4.70%, MZKO = 12.03 ± 4.70%; n = 61, N = 4 clutches) (Fig 2C). Data from each timepoint were examined collectively by Chi-square analysis, indicating a statistically significant deviation in survival beginning at 14 dpf that increases drastically by 28 dpf (14 dpf: MHet n = 59, MZKO n = 39, χ^2^ = 4.08, df = 1, *p = 0.04. 28 dpf: MHet n = 52, MZKO n = 9, χ^2^ = 29.4, df = 1, ***p < 0.001) (S1 Table). Body length did not differ at 10 and 14 dpf, but the few MZKOs that survived to 28 dpf were significantly smaller than their MHet siblings (Fig 2D) (7 dpf: MHet 3.82 ± 0.03 mm, n = 67; MZKO 3.83 ± 0.03 mm, n = 42; p > 0.9999. 10 dpf: MHet 4.32 mm ± 0.03, n = 66; MZKO 4.11 ± 0.03 mm, n = 55; N = 3 clutches; p = 0.1611. 14 dpf: MHet 4.90 ± 0.06 mm, n = 42, MZKO 4.60 ± 0.06 mm, n = 30; N = 3 clutches; p = 0.0857; 28 dpf: MHet 7.68 ± 0.19 mm, n = 52; MZKO 6.24 ± 0.23 mm, n = 9; N = 4 clutches; ***p < 0.001). Collectively, these assessments show that removing maternal *pomgnt2* mRNA unmasks developmental phenotypes in MZKO larvae.

### MZKOs show dystroglycanopathy phenotypes within the first 2 weeks post-fertilization

Severe dystroglycanopathy presents as loss of mobility and muscle integrity, retinal abnormalities, and neuronal axon guidance deficits in fish models [32–36]. To determine the onset of dystroglycanopathy phenotypes in MZKOs, we performed multiple muscle integrity and function analyses. Locomotor activity analysis using automated tracking in open swimming trials showed that at 5 dpf, prior to the onset of differences in body size, MZKOs already exhibited profound deficits in swimming behaviors. Significant differences were found in total swimming distance (Fig 3A) (MHet: 375.2 ± 12.13 cm, n = 79; *MZKO*: 226.6 ± 5.96 cm, n = 90; ***p < 0.001), average velocity (Fig 3B) (MHet: 0.21 ± 0.007 cm/s, n = 79; MZKO: 0.13 ± 0.003 cm/s, n = 90; ***p < 0.001), maximum velocity (S3A Fig) (MHet: 7.42 ± 0.24 cm/s, n = 79; MZKO: 6.16 ± 0.23 cm/s, n = 90; ***p < 0.001), and maximum acceleration (S3B Fig) (MHet: 191.4 ± 7.07 cm/s^2^, n = 79; MZKO: 155.6 ± 6.83 cm/s^2^, n = 90; ***p < 0.001).

**Fig 3:**
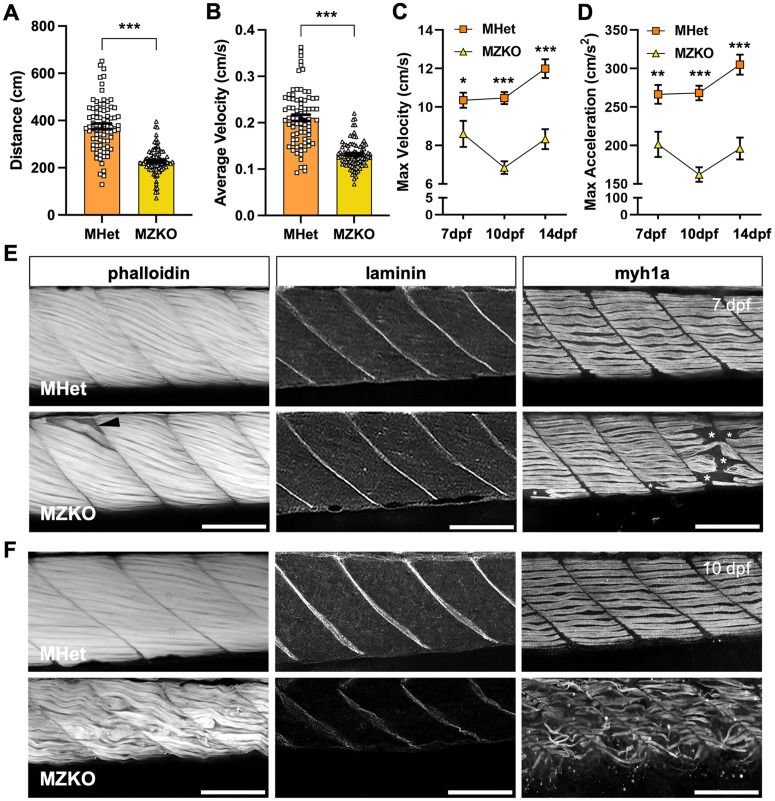
Early onset muscle and motor phenotypes in MZKOs. **A, B**: Analysis of locomotor function at 5 dpf showing significant reductions in distance (**A**) and average velocity (**B**) in MZKOs (***p < 0.001). **C, D**: Analysis of locomotor function between 7-14 dpf showing that MZKOs have significant reductions in maximum velocity (**C**) and acceleration (**D**) at all three time points compared to their MHet siblings but show an overall decline between 7-14 dpf (*p < 0.05, **p < 0.01, ***p < 0.001). **E**: Fluorescent staining of muscle at 7 dpf showing overall uniform muscle organization with a few detached fibers (**left,** arrowhead), normal laminin signal at the myotendinous junctions (**middle**), and detachments within the slow twitch fiber layer (**right,** asterisks) (20X magnification, scale bars: 100 µm). **F**: Fluorescent staining of muscle at 10 dpf showing overall deterioration of muscle fibers (**left**), diffuse and disrupted laminin signal at the myotendinous junctions (**middle**), and uniform degeneration of the slow twitch fiber layer (**right**) (20X magnification, scale bars: 100 µm).

We further leveraged locomotor behavior as a readout of muscle function at 7, 10, and 14 dpf with a larger swimming arena to help define the course of disease progression. A significant reduction in distance (7 dpf: MHet 297.4 ± 15.95 cm, n = 59; MZKO 200.0 ± 18.19 cm, n = 36; 10 dpf: MHet 291.5 ± 8.56 cm, n = 66; MZKO 177.1 ± 9.86 cm, n = 54; 14 dpf: MHet 388.3 ± 12.36 cm, n = 68; MZKO 257.7 ± 14.94 cm, n = 35) and average velocity (7 dpf: MHet 0.30 ± 0.013 cm/s, n = 59; MZKO 0.23 ± 0.015 cm/s, n = 36; 10 dpf: MHet 0.26 ± 0.007 cm/s, n = 66; MZKO 0.18 ± 0.007 cm/s, n = 54; 14 dpf: MHet 0.33 ± 0.011 cm/s n = 68; MZKO 0.23 ± 0.012 cm/s, n = 35) was noted at all three time points (S3C, S3D Fig), but there was an increasing difference in maximum velocity and maximum acceleration between MHets and MZKOs between 7 and 14 dpf suggesting a decline in muscle strength after 7 dpf (Fig 3C, 3D) (Maximum Velocity: 7 dpf MHet 10.36 ± 0.40 cm/s, MZKO 8.60 ± 0.68 cm/s, **p = 0.0022; 10 dpf MHet 10.47 ± 0.31 cm/s, MZKO 6.84 ± 0.33 cm/s, ***p < 0.001; 14 dpf MHet 11.99 ± 0.49 cm/s, MZKO 8.33 ± 0.52 cm/s, ***p < 0.001; Maximum Acceleration: 7 dpf MHet 266.43 ± 12.32 cm/s^2^, MZKO 201.30 ± 16.51 cm/s^2^, *p = 0.0321; 10 dpf MHet 268.12 ± 9.52 cm/s^2^, MZKO 162.04 ± 9.44 cm/s^2^, ***p < 0.001; 14 dpf MHet 305.02 ± 13.15 cm/s^2^, MZKO 195.88 ± 14.36 cm/s^2^, ***p < 0.001).

Despite the presence of motor deficits at 7 dpf, integrity of actin filaments in muscle fibers labeled with fluorescently conjugated phalloidin (Fig 3E) and of the laminin basement membrane at the myotendinous junctions (MTJs) (Fig 3F) was generally unaffected in MZKOs, with the exception a few occasional detached myofibers (Fig 3E). Interestingly, immunostaining for slow-twitch muscle fibers using myosin heavy chain 1A (Myh1a – F59 clone) revealed sparse detachment at the MTJ in some myotomes, similar to the early fiber detachment found in Duchenne Muscular Dystrophy (DMD) and LAMA2-related dystrophy models (Fig 3E) [38,39]. By 10 dpf, muscle disease in MZKOs had progressed rapidly, with several myotomes displaying detached, atrophied, and disorganized muscle fibers, disrupted and split MTJs, and complete deterioration of Myh1a-positive fibers (Fig 3F).

We next examined the structure of the neuromuscular junctions (NMJs), as Agrin, a major contributor to acetylcholine receptor (AChR) clustering, is a well-characterized α-DG binding partner [40–42]. We visualized AChRs using fluorescently labeled α-bungarotoxin (α-BTX) and motor neuron terminals via immunostaining for Synaptic vesicle protein 2 (SV2) at 10 dpf (Fig 4A). No significant differences were noted between MHets and MZKOs in the myotome in α-BTX intensity or density and in SV2 puncta density (Fig 4B–4D) (α-BTX intensity: MHet: 0.1254 ± 0.006, n = 12; MZKO: 0.1122 ± 0.007, n = 8; p = 0.1813. α-BTX puncta density: MHet: 1.39 ± 0.11 puncta/100 µm^2^, n = 12; MZKO: 1.58 ± 0.21 puncta/100 µm^2^, n = 8; p = 0.3788. SV2 puncta density: MHet: 2.05 ± 0.10 puncta/100 µm^2^, n = 12; MZKO: 1.76 ± 0.11 puncta/100 µm^2^, n = 8; p = 0.0819). However, there was a significant reduction in ⍺-BTX/SV2 colocalization, indicating a disruption in NMJ synapse integrity that could impact muscle innervation (MHet: 0.7562 ± 0.013, n = 12; MZKO: 0.6987 ± 0.007, n = 8; **p = 0.003) (Fig 4E). AchR cluster fragmentation was more evident at the MTJ, where we observed a significant reduction in α-BTX intensity paired with an increase in α-BTX puncta density (Fig 4B’, 4C’) (α-BTX intensity: MHet: 0.1548 ± 0.006, n = 12; MZKO: 0.1110 ± 0.005, n = 8; ***p < 0.001. α-BTX puncta density: MHet: 4.78 ± 0.08 puncta/100 µm^2^, n = 12; MZKO: 5.86 ± 0.10 puncta/100 µm^2^, n = 8; ***p < 0.001). SV2 puncta density was not significantly different (Fig 4D’) (MHet: 3.77 ± 0.24 puncta/100 µm^2^, n = 12; MZKO: 3.34 ± 0.17 puncta/100 µm^2^, n = 8; p = 0.2045). Lastly, α-BTX/SV2 colocalization showed a larger reduction at the MTJ than in the myofibers (Fig 4E’) (MHet: 0.7900 ± 0.01, n = 12; MZKO: 0.6446 ± 0.01, n = 8; ***p < 0.001). Taken together, these data indicate that loss of *pomgnt2* affects the NMJs, with AchR fragmentation at the MTJ in end plates primarily innervated by secondary motor neurons.

**Fig 4:**
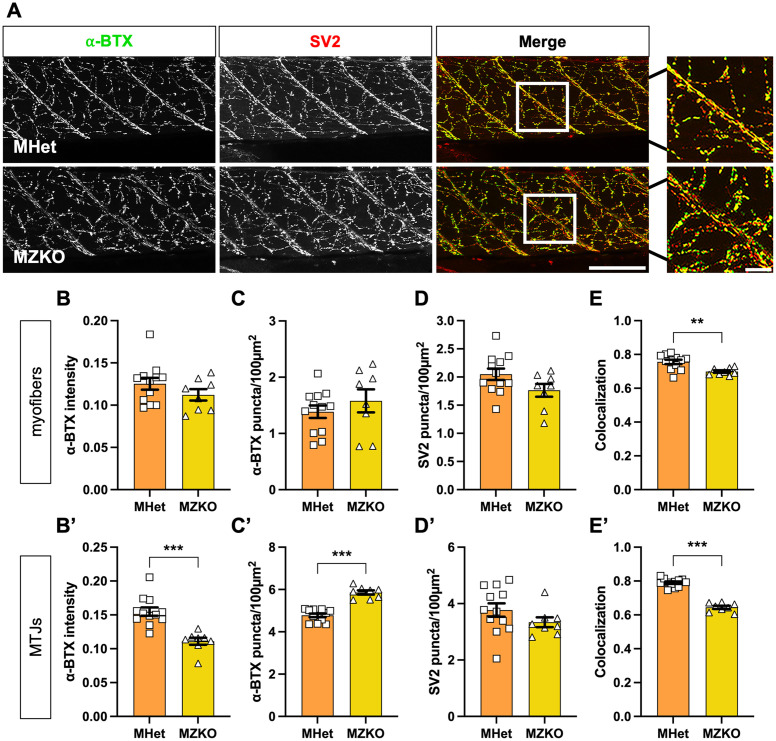
Evaluation of neuromuscular junction integrity in MZKOs. **A:** Maximum intensity projections of muscle stained with α-bungarotoxin (BTX) to label Acetylcholine receptors on the sarcolemma (**left**), anti-SV2 antibody to label motor neuron terminals (**middle**), and merged images to evaluate colocalization (**right**) (20X magnification, scale bars: 100 µm for main panel, 20 µm for insets). **B–D**: Quantifications of NMJs within the myotomes showing no significant differences in α-BTX intensity **(B)**, α-BTX puncta density **(C)**, or SV2 puncta density **(D)**, but a significant reduction in colocalization (**E**) in MZKOs (**p = 0.004). **B’–D’**: Quantifications of neuromuscular junctions at the myotendinous junctions showing significantly reduced α-BTX intensity (**B’**), significantly increased α-BTX puncta density (**C’**), no change in SV2 puncta density (**D’**), and a significant reduction in colocalization (**E’**) (***p < 0.001).

Retinal photoreceptor synapse loss is another hallmark feature of dystroglycanopathies recapitulated in zebrafish models [34,35]. We examined how the 10 dpf retina is impacted by immunostaining with an anti-Arrestin-3a (Arr3a) antibody (zpr1 clone) to outline both the outer segment and pedicles of cone photoreceptors, and with an anti-Synaptophysin (Syp) antibody to identify presynaptic vesicles at ribbon synapses in the photoreceptor pedicles. Syp staining showed occasional discontinuities and reduced intensity in the outer plexiform layer (OPL) (MHet: 0.1707 ± 0.018, n = 8; MZKO: 0.0778 ± 0.023, n = 6; **p = 0.0069) (Fig 5A, 5B). In addition, photoreceptor cell bodies in the outer nuclear layer (ONL) were often less organized and occasionally protruded into the OPL, though the outer segment of the cones showed comparable organization between MHets and MZKOs indicating that these disruptions to the inner retinal layers have not yet led to photoreceptor death. Horizontal cell disruptions had been noted in *pomt1* MZKOs [36], but organization of nuclei visualized with DAPI lining the upper border of the inner nuclear layer (INL) and processes immunostained by calbindin were normal in *pomgnt2* MZKOs (S4 Fig).

**Fig 5:**
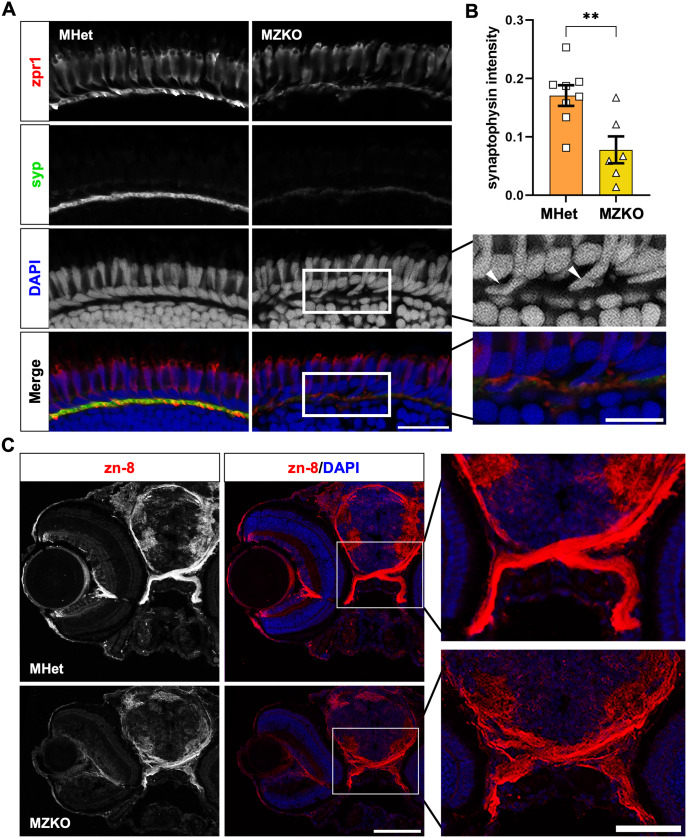
Retinal synapse formation and axon guidance deficits in MZKOs. **A**: Fluorescent staining of the outer layers of the retina showing comparable zpr1 (Arr3a) staining in the photoreceptor outer segments and pedicles in the outer plexiform layer, but reduced and disrupted synaptophysin (syp) staining, protrusion of photoreceptor cell bodies in the outer plexiform layer (arrowheads), and disorganization of horizontal cells lining the top of the outer nuclear layer (asterisks) suggesting defects to the ribbon synapses (40X magnification, scale bars: 20 µm for main panels, 10 µm insets). **B**: Quantification of synaptophysin intensity in the outer plexiform layer showing a significant reduction in MZKOs (**p = 0.0069). **C**: Fluorescent staining of transverse cryosections with zn-8 and DAPI showing an overall disruption in morphology of the retina with evidence of retinal ganglion cell axon defasciculation in the optic nerves at the chiasm (10X magnification, scale bars: 100 µm for main panels, 20 µm for chiasm insets).

Finally, we examined the structure of the optic chiasm, as α-DG plays a role in axon guidance through interactions with the Slit family of axon guidance cues that facilitate midline crossing [43,44]. Using the zn-8 antibody to label retinal ganglion cell axons, we found evidence of defasciculation that was most prominent following decussation of the optic nerves, as was observed in *pomt1* and *slit2* mutants (Fig 5C) [36,45]. This suggests that loss of *pomgnt2* impacts the retina and axon guidance in a manner similar to other genes involved in α-DG glycosylation. Overall, MZKOs recapitulate features of dystroglycanopathy and closely resemble other severe CMD models.

### Loss of maternal *pomgnt2* leads to widespread differences in gene expression

To investigate both the molecular changes involved in disease progression in MZKOs and potential sources of compensation in ZKOs, we performed transcriptomic analyses at different ages. 

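RNA from whole larvae at 10 dpf was sequenced in pools of 4 to 6 larvae, with 3 MHet pools and 3 MZKO pools. All of these larvae came from crosses of ZKO females with Het males, so the groups shared a maternal genotype and differed in their own. The authors aligned the reads to GRCz11, counted them on the genes of the Lawson annotation with featureCounts, and deposited the raw counts of 36351 genes without normalization. Between 16959935 and 22236006 reads per pool were counted on genes, with a median of 20262614 in MHet and 19412666 in MZKO. At this depth, 3 counts of a gene corresponded to 0.135 to 0.177 CPM (counts of a gene scaled to the size of the library), which was taken as the smallest level that could be detected and covers counting error only. The counts were scaled between pools by edgeR's TMM method, and the 23597 genes that passed edgeR's filter on low counts were compared between MZKO and MHet with edgeR's quasi-likelihood test on the 6 pools. A gene was called a DEG when its Benjamini-Hochberg adjusted p was under 0.01 and its absolute log2 fold change was over 0.7, the thresholds given in the paper's methods. Standard errors of log2 fold changes were derived from the F statistic of the quasi-likelihood test, so they are no separate measure of precision. The mutated gene *pomgnt2* (LL0000022302) was counted in every pool, at 344, 404 and 236 reads in MHet and 394, 224 and 376 reads in MZKO. Its level was 17 ± 2.07 (SD, n = 3) CPM in MHet and 16.1 ± 3.33 (SD, n = 3) CPM in MZKO, a log2 fold change of -0.077 (standard error 0.17, edgeR adjusted p = 0.84), so the level of this transcript did not separate the genotypes.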

To define changes associated with the severe disease state when MZKOs begin to die, we conducted bulk RNA sequencing (RNA-seq) analyses on samples obtained from whole 10 dpf larvae, comparing them with MHet siblings (S1 File). We identified 959 differentially expressed genes (DEGs), with 810 significantly downregulated and 149 significantly upregulated DEGs (padj<0.01; FC < 0.7) (Fig 6A). 

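With edgeR, 10 DEGs were called between MZKO and MHet, 4 upregulated and 6 downregulated, and 4746 genes had an unadjusted p under 0.05. The alternative that moved this count most was DESeq2's Wald test fitted to all 21 samples of both ages, which was added after the data were examined and called 149 upregulated and 810 downregulated genes. On the 6 pools at 10 dpf alone, DESeq2's Wald test called 99 upregulated and 551 downregulated genes. In each of the edgeR DEGs the MZKO and MHet pools did not overlap, which was also true of 26.2% of the tested genes and would be true of 10% by chance. Among the downregulated DEGs, *gch2* (LL0000011211) had the smallest p and fell from 46.3 ± 3.74 (SD, n = 3) CPM in MHet to 17.5 ± 1.53 (SD, n = 3) CPM in MZKO, a log2 fold change of -1.40 (standard error 0.12, edgeR adjusted p = 0.00057). The triadin gene *trdn* (LL0000031048) of the muscle triad fell from 28.4 ± 1.34 to 11.1 ± 2.13 CPM (SD, n = 3 each), a log2 fold change of -1.35 (standard error 0.15, edgeR adjusted p = 0.0041). The log2 fold changes of the downregulated DEGs *serpina7* and *ebi3* were -1.89 and -3.42. With each pool left out in turn, *gch2* stayed a DEG in all 6 fits, and *trdn* and *ebi3* in 3 each.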

Gene Ontology (GO) analysis showed a large number of enriched biological processes (BPs), many of which were redundant and required curation through analysis of overlapping genes. 

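A family of 82 muscle contraction genes, listed by symbol before the data were examined, was compared with all other tested genes by limma's camera test, which here set the correlation between genes to 0.01 and adjusted p over 18 such families. The families were chosen from the topics that the paper reports on these same samples, so they are not an independent choice. Of these genes, 71 were lower and 11 higher in MZKO, with a median log2 fold change of -0.50 (limma camera adjusted p = 3.05e-22). The alternative that moved the families most was to estimate the correlation between genes from the data, which raised this adjusted p to 0.0415. The myosin heavy chain gene *myhz1.2* had a log2 fold change of -1.02 (standard error 0.17, edgeR adjusted p = 0.025) and the myosin binding protein gene *mybpc2b* one of -1.14 (standard error 0.17, edgeR adjusted p = 0.023), both short of the DEG threshold in edgeR. DESeq2's adjusted p for the same 6 pools was 1.3e-07 for *myhz1.2* and 4e-07 for *mybpc2b*.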

The most highly enriched BPs, molecular functions (MFs) and cellular components (CCs) were related to muscle function, metabolism, and regulation of proteolytic activity among the downregulated DEGs (Fig 6B). In contrast, increased expression of *jacalin* family genes led to GO enrichment in mannose binding among the upregulated DEGs. This analysis was further refined using local networks defined by protein-protein interactions in STRING, which revealed several additional downregulated networks. These included larger interconnected networks including muscle contraction and actin filament capping, in addition to complement activation, coagulation, fatty acid binding, phospholipid metabolism, and LDL remodeling, the latter of which was driven by reduced expression of many apolipoprotein transcripts (*apoa1a, apoa1b, apoea, apoa4a, apoa4b.1, apoa4b.2, apoc2, apom*) (Fig 6C). 

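The jacalin gene *jac9* (LL0000012998) rose from 1.48 ± 0.398 (SD, n = 3) CPM in MHet to 48.6 ± 7.92 (SD, n = 3) CPM in MZKO, a log2 fold change of 5.04 (standard error 0.21, edgeR adjusted p = 6e-07). *jac6* (LL0000012995) rose from 0.552 ± 0.368 to 9.88 ± 1.27 CPM (SD, n = 3 each), a log2 fold change of 4.10 (standard error 0.35, edgeR adjusted p = 0.00057). For *jac8* the level was 5.71 ± 2.87 CPM in MHet and 93.2 ± 18.3 CPM in MZKO (SD, n = 3 each), and its log2 fold change of 4.01 (standard error 0.37, edgeR adjusted p = 0.021) was not past the DEG threshold in edgeR. *LOC564660*, which is drawn beside the jacalins in Fig 6A, had a log2 fold change of 5.16 (standard error 0.43, edgeR adjusted p = 0.017). With each pool left out in turn, the log2 fold change stayed between 4.83 and 5.16 for *jac9* and between 3.80 and 4.85 for *jac6*. The paper does not state how reads that fit several genes of a family were counted, and the sequences of the jacalins were not compared here, so the level of each single gene is taken as uncertain. Summed over the 9 *jac* genes of the count table, the family stood at 8.8 ± 3.07 CPM (SD, n = 3) in MHet and 154 ± 26.5 CPM (SD, n = 3) in MZKO (two-sided exact permutation test, p = 0.1, the smallest that 3 pools against 3 allow).

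**Figure D1:**
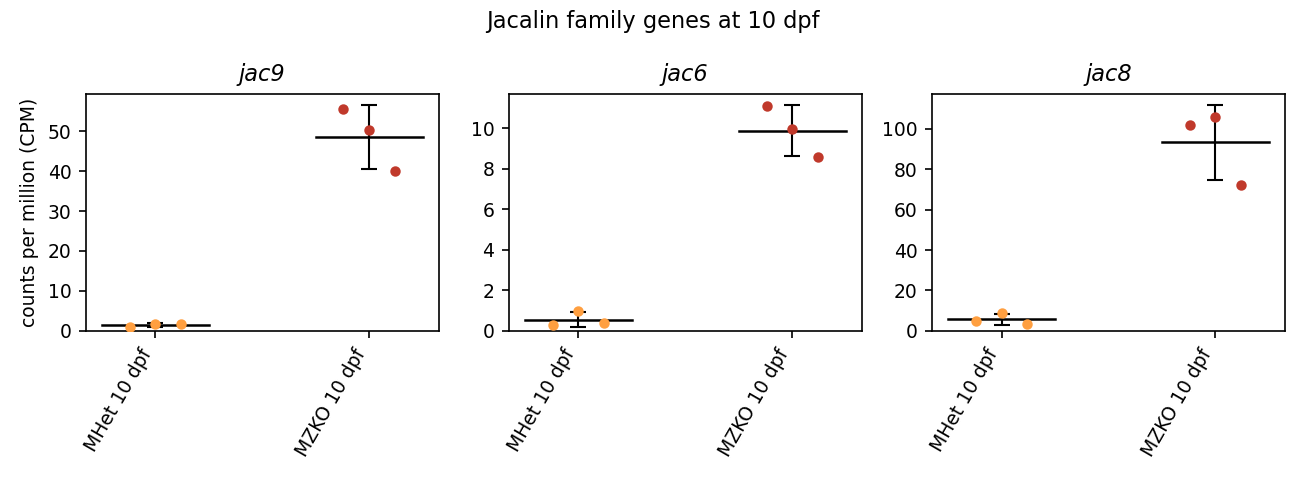
CPM (y axis, starting at 0) of *jac9*, *jac6* and *jac8* in the 3 MHet and the 3 MZKO pools at 10 dpf. Points are pools, horizontal lines are means and error bars are SD. For each of the 3 genes, every MZKO pool lies above every MHet pool.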

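All 18 muscle contraction genes drawn in Fig 6C were lower in MZKO, with a median log2 fold change of -1.12, and 8 of them had an edgeR adjusted p under 0.05. The 9 actin filament capping genes analysed were also all lower, with a median of -0.80. Median log2 fold changes were -2.37 for the 24 coagulation genes analysed, -2.21 for the 11 complement genes that passed the filter on low counts, and -1.59 for the 18 fatty acid binding genes, and every one of these genes was lower in MZKO. The genes of these networks were chosen by the paper from the same pools, so their shared direction adds no independent evidence. In families listed by symbol, 27 of 30 complement genes (median -1.89, limma camera adjusted p = 3.49e-13) and 20 of 25 coagulation genes (median -2.06, limma camera adjusted p = 1.28e-15) were lower. Of 18 apolipoprotein genes, 15 were lower, with a median log2 fold change of -1.54 (limma camera adjusted p = 4.17e-13). With the correlation between genes estimated from the data, the limma camera adjusted p was 0.18 for complement, 0.163 for coagulation and 0.18 for apolipoproteins. Among the apolipoproteins, *apoa1b* (LL0000001176) fell from 3050 ± 909 to 872 ± 286 CPM (SD, n = 3 each), a log2 fold change of -1.80 (standard error 0.32, edgeR adjusted p = 0.046), and *apoea* had a log2 fold change of -1.51 (standard error 0.27, edgeR adjusted p = 0.048). The log2 fold changes of *apoa1a*, *apoa4a*, *apoa4b.1*, *apoa4b.2*, *apoc2* and *apom* lay between -1.95 and -1.20, with edgeR adjusted p from 0.054 to 0.21. With DESeq2 on the same 6 pools, *apoa1a*, *apoa1b*, *apoea* and *apom* passed the DEG threshold and the other apolipoprotein genes named beside them had adjusted p from 0.011 to 0.09.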

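The gluconeogenic gene *g6pca.1* (LL0000011041) had a log2 fold change of -2.93 (standard error 0.67, edgeR adjusted p = 0.1) in MZKO against MHet at 10 dpf, and the hydroxyacid oxidase gene *hao1* (LL0000011926) one of -2.51 (standard error 0.54, edgeR adjusted p = 0.068). With DESeq2 on the same 6 pools, the adjusted p was 0.0041 for *g6pca.1* and 8.5e-07 for *hao1*. Of 47 glycolysis and gluconeogenesis genes listed by symbol, 37 were lower in MZKO, with a median log2 fold change of -0.34 (limma camera adjusted p = 2.2e-11). In the family of sterol biosynthesis, 21 of 23 genes were lower, with a median of -0.46 (limma camera adjusted p = 9.92e-08). Glycine, serine and threonine metabolism had 32 lower genes of 37, with a median of -0.54 (limma camera adjusted p = 3.75e-12). With the correlation between genes estimated from the data, the limma camera adjusted p was 0.0867 for glycolysis and gluconeogenesis, 0.32 for sterol biosynthesis and 0.163 for glycine, serine and threonine metabolism.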

Additional distinct networks of downregulated genes included those involved in glycolysis and gluconeogenesis, glycerophospholipid metabolism, sterol/cholesterol biosynthesis, and amino acid (glycine, serine, threonine) metabolism (Fig 6D). These findings suggest that MZKOs are in a severe state of muscle disease with global disruptions in metabolic processes.

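Further families of the same test at 10 dpf moved in both directions. All 8 hemoglobin genes were lower in MZKO, with a median log2 fold change of -1.18 (limma camera adjusted p = 4.51e-11), and 18 of 22 genes of the dystrophin-glycoprotein complex were lower, with a median of -0.36 (limma camera adjusted p = 2.75e-06). Collagen genes were lower in 49 of 56 cases, with a median of -0.39 (limma camera adjusted p = 8.88e-10). Proteasome genes were higher in 43 of 54 cases, with a median of 0.28 (limma camera adjusted p = 1.13e-05). With the correlation between genes estimated from the data, the limma camera adjusted p was 0.0873 for hemoglobins, 0.0415 for the dystrophin-glycoprotein complex, 0.267 for collagens and 0.374 for proteasome genes. Among the 3 other splits of the 6 pools that part the same-numbered pairs, which mix the genotypes, 1 for each family gave a smaller unadjusted limma camera p than the real split for proteasome genes (4.69e-16 against 7.54e-06), for collagens (8.55e-14 against 4.44e-10) and for sterol biosynthesis (5.35e-12 against 5.51e-08). From the downregulated networks of muscle and metabolic genes, the paper proposes a severe state of muscle disease in MZKOs with broadly disturbed metabolism.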

**Fig 6:**
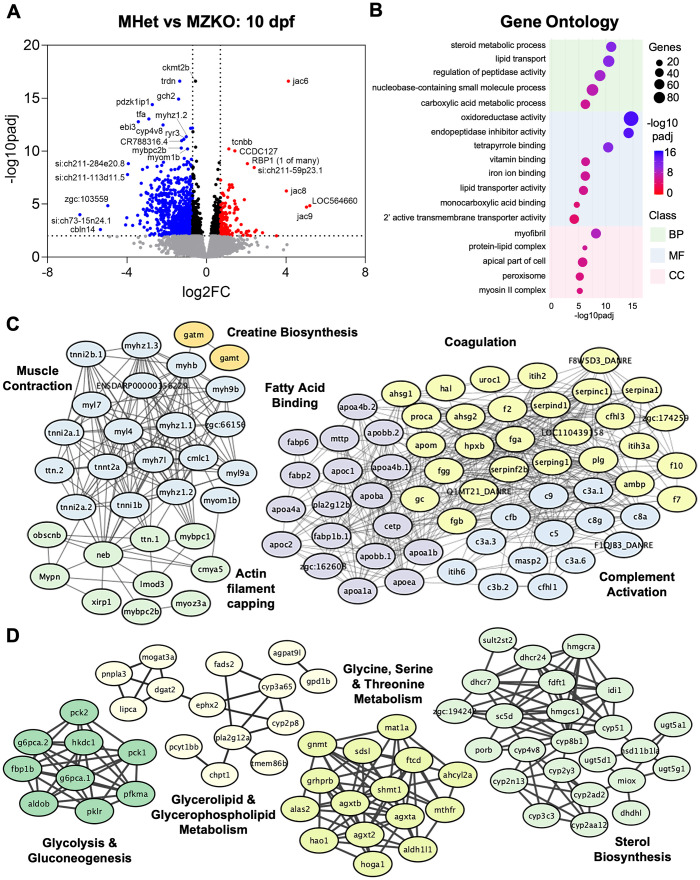
Differential gene expression analysis in MHets and MZKOs at 10 dpf. **A**: Volcano plot showing 810 significantly downregulated DEGs and 149 significantly upregulated DEGs. **B**: Gene Ontology analysis showing various enriched Biological Processes, Molecular Functions, and Cellular Components among the downregulated DEGs pertaining to lipid and cholesterol metabolism and muscle differentiation and function. **D, E**: STRING local networks analysis of interactions among the protein products of the downregulated DEGs showing a large, interconnected network of proteins involved in muscle contraction and actin filament capping, as well as fatty acid binding, coagulation, and complement activation **(D)**, and smaller networks of proteins involved in glycolysis and gluconeogenesis, glycerophospholipid metabolism, amino acid metabolism (glycine, serine, threonine), and sterol biosynthesis **(E)**.

MZKOs were also tested at an earlier timepoint at 5 dpf when mobility is reduced but muscle integrity is preserved and further compared with the progeny of Het x Het crosses. 

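At 5 dpf, whole larvae were sequenced in 15 pools, with 3 pools each of WT, Het and ZKO larvae from Het x Het crosses and 3 pools each of MHet and MZKO larvae from crosses of ZKO females with Het males. Between 17826389 and 22439739 reads per pool were counted on genes, with medians of 18765017 in WT, 19818321 in Het, 19594647 in ZKO, 20403566 in MHet and 19453945 in MZKO. A gene with 3 counts stood at 0.134 to 0.168 CPM. The 5 groups were fitted together, over 24846 genes that passed the filter on low counts, and each comparison was a contrast of that fit with the tests and thresholds used at 10 dpf. The sample labels place the 5 dpf pools in another batch than the 10 dpf pools, so a difference between ages cannot be told apart from one between batches. Likewise, the mother's genotype cannot be told apart from the kind of cross. The level of *pomgnt2* was 17.6 ± 0.836 (SD, n = 3) CPM in WT, 17.5 ± 0.53 in Het, 18.7 ± 1.14 in ZKO, 15.7 ± 2.12 in MHet and 19 ± 0.166 in MZKO (SD, n = 3 each), and the lowest count in any of these pools was 285.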

ZKOs still show WT levels of α-DG glycosylation due to maternal compensation (Fig 2A) and we wanted to test whether additional compensatory changes were present. 

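Whether a larva's own -/- genotype acted differently in the offspring of ZKO females and of Het females was tested directly as an interaction, (MZKO minus MHet) minus (ZKO minus Het), in the fit of the 15 pools at 5 dpf. edgeR called 47 genes with a higher and 30 with a lower effect in the offspring of ZKO females, and 4389 genes had an unadjusted p under 0.05. Of the called genes, 51 were also DEGs between MZKO and MHet, 3 were DEGs between ZKO and WT, and 24 were DEGs in neither comparison. ZKO against Het, the other part of the interaction, was not tested by itself. The overlap with ZKO against WT therefore does not show which part gave a call. DESeq2's Wald test, the alternative that moved this count second most, called 146 and 56 genes, and an adjusted p under 0.05 in edgeR gave 196 and 77.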

Transcriptional dysregulation was more modest in ZKOs, than MZKOs (Fig 7A and 7C). However, ZKOs still showed 17 upregulated and 203 downregulated DEGs when compared to WTs (Fig 7A). 

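edgeR called 7 upregulated and 129 downregulated DEGs between ZKO and WT, and 4616 genes had an unadjusted p under 0.05. This count rose most when WT replicate 3 was left out, which gave 596 DEGs. Leaving out any other pool of these groups gave from 23 to 82. It fell most with only the WT and ZKO pools in the fit, which gave 0 upregulated and 11 downregulated DEGs. In all of the edgeR DEGs the ZKO and WT pools did not overlap, as in 18.9% of the tested genes. *itga10* (LL0000012917), an integrin α chain gene, fell from 32 ± 3.07 (SD, n = 3) CPM in WT to 10.9 ± 3.16 (SD, n = 3) CPM in ZKO, a log2 fold change of -1.55 (standard error 0.16, edgeR adjusted p = 0.00026). The log2 fold changes of *cyp1a*, *cdab* and *fhl2a* were -1.56, -1.48 and -1.02, and like *itga10* these genes stayed DEGs in each of the 6 fits that left out a pool of either group.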

Among the upregulated genes were the transcription factors *junba, junbb, fosab,* and *egr2a*, which are involved in signaling cascades that promote cell proliferation and differentiation. 

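*egr2a* (LL0000009457) rose from 2.71 ± 0.785 (SD, n = 3) CPM in WT to 8.31 ± 1.67 (SD, n = 3) CPM in ZKO, a log2 fold change of 1.61 (standard error 0.23, edgeR adjusted p = 0.00078), and stood at 4.58 ± 0.172 CPM in Het (SD, n = 3). For *junbb* (LL0000013046), levels were 80.7 ± 10.5 CPM in WT, 110 ± 15 in Het and 153 ± 25.4 in ZKO (SD, n = 3 each), and the log2 fold change of ZKO against WT was 0.92 (standard error 0.12, edgeR adjusted p = 0.0008). *junba* (LL0000013045) had a log2 fold change of 0.77 (standard error 0.14, edgeR adjusted p = 0.0074), but with each pool left out in turn it stayed a DEG in 1 of 6 fits. *fosab* (LL0000010566) had a log2 fold change of 0.92 (standard error 0.19, edgeR adjusted p = 0.018) and was not called by edgeR, whereas DESeq2's adjusted p on the same pools was 7e-06. The WT and ZKO pools did not overlap for any of these 4 genes. In the offspring of ZKO females, *egr2a* stood at 8.62 ± 1.75 CPM in MHet and 6.76 ± 1.12 CPM in MZKO (SD, n = 3 each).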

Notably, genes that act on functional glycan assembly, including *pomt1, pomt2, pomk,* and *b3galnt2* were not differentially expressed, nor was *pomgnt1*, confirming maternally provided *pomgnt2* as the most likely source of residual α-DG glycosylation in ZKOs (S5A Fig). However, the glucuronosyltransferase *b3gat1b* which is involved in the synthesis of a unique sulfated trisaccharide, the HNK-1 epitope, was also upregulated possibly indicating a compensatory response to increase cell-cell and cell-ECM interactions independent of α-DG [46]. 

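Between ZKO and WT, the log2 fold changes were 0.11 for *pomt1*, -0.0052 for *pomt2*, 0.088 for *pomk*, 0.01 for *b3galnt2* and 0.16 for *pomgnt1*. Their standard errors lay between 0.12 and 0.21, their edgeR adjusted p between 0.55 and 0.99, and the ZKO and WT pools overlapped for each of them. Of a family of 19 genes of matriglycan synthesis and *dag1*, 12 were higher and 7 lower in ZKO, with a median log2 fold change of 0.04 (limma camera adjusted p = 0.419).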

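*b3gat1b* (LL0000001720) was counted at 3.35 ± 0.597 (SD, n = 3) CPM in WT, 4.98 ± 0.699 in Het and 6.1 ± 0.55 in ZKO (SD, n = 3 each). Its log2 fold change in ZKO against WT was 0.86 (standard error 0.2, edgeR adjusted p = 0.017), not past the DEG threshold in edgeR, and DESeq2's adjusted p on the same pools was 0.0036. With each pool left out in turn, the log2 fold change stayed between 0.78 and 1.02. Between MZKO and MHet, the log2 fold change of *b3gat1b* was 0.25 (standard error 0.21, edgeR adjusted p = 0.52).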

Downregulated DEGs belonged to networks involved in cation homeostasis, complement activation, and metabolism of carbon, amino acids, and phospholipids indicating some metabolic disruptions (Fig 7B). 

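Every gene of these networks of Fig 7B that was found in the count table was lower in ZKO than in WT, and *fxyd11* was not analysed here. The 6 cation homeostasis genes analysed had a median log2 fold change of -1.10 and 3 edgeR DEGs, among them *slc26a6l* at -2.50 (standard error 0.53, edgeR adjusted p = 0.0095). Complement and clot formation genes had a median of -1.93 with 1 DEG, glycerophospholipid metabolism one of -0.92 with 1 DEG, and glycine, serine and threonine metabolism one of -0.87 with 5 DEGs of 8 genes. The genes are the paper's own calls on these pools. Among families listed by symbol, 31 of 34 complement genes (median -1.35, limma camera adjusted p = 1.54e-13), 22 of 26 coagulation genes (median -1.30, limma camera adjusted p = 8.54e-15) and 34 of 37 glycine, serine and threonine genes (median -0.32, limma camera adjusted p = 8.54e-15) were lower. Estimating the correlation between genes from the data raised these adjusted p to 0.27, 0.231 and 0.231. In Het against WT, 30 of 34, 24 of 26 and 31 of 37 of the same genes were also lower, with medians of -0.57, -0.54 and -0.16. A smaller shift in the same direction was thus present in Het larvae, so it was not particular to the -/- genotype. The 48 glycolysis and gluconeogenesis genes were split evenly, 24 lower and 24 higher (limma camera adjusted p = 0.0933).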

A small network of genes involved in the formation of the myosin II complex involved in were also noted among the downregulated DEGs (Fig 7B).

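The 8 muscle and myosin genes of Fig 7B were all lower in ZKO, with a median log2 fold change of -1.20, and 6 of them were edgeR DEGs. The largest change was that of the troponin gene *tnni2a.1* (LL0000030764), at -2.47 (standard error 0.35, edgeR adjusted p = 0.0044), from 30.4 ± 11.5 CPM in WT to 5.49 ± 1.21 CPM in ZKO (SD, n = 3 each). Across the whole family of muscle contraction genes, 46 of 82 were lower, with a median log2 fold change of -0.043 (limma camera adjusted p = 0.00629, and 0.385 with the correlation between genes estimated from the data), and 5 were DEGs.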

**Fig 7:**
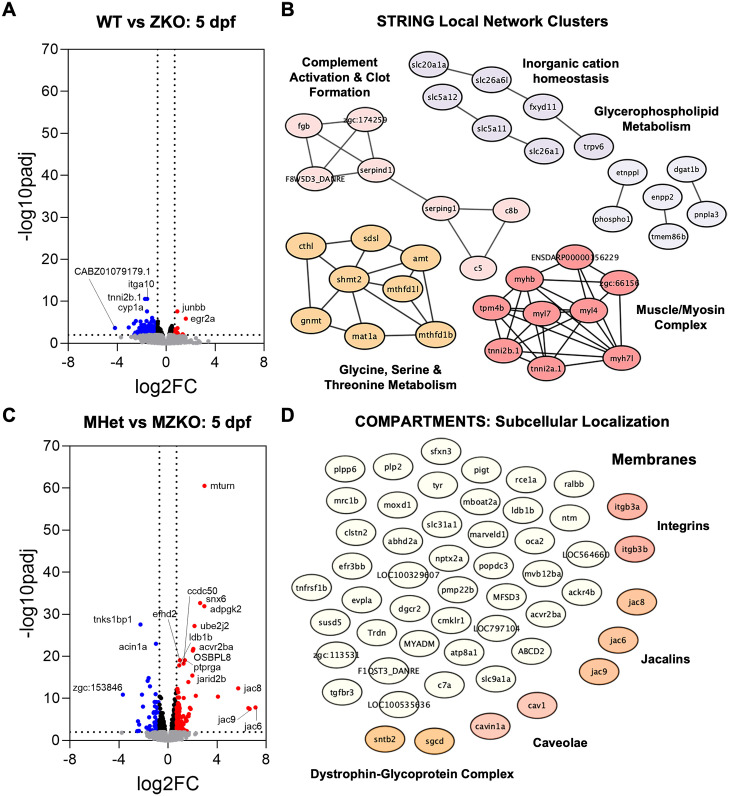
Differential gene expression analysis at 5 dpf. **A**: Volcano plot showing 203 downregulated DEGs and 17 upregulated DEGs in ZKOs compared to their WT siblings. **B**: STRING local networks analysis of downregulated DEGs showing networks of interacting proteins involved in complement activation and clot formation, inorganic cation homeostasis, glycerophospholipid metabolism, amino acid metabolism (glycine, serine, threonine), and muscle function within the myosin II complex. **C**: Volcano plot showing 84 downregulated DEGs and 159 upregulated DEGs in MZKOs compared to their MHet siblings. **D**: Subcellular localization analysis of the downregulated DEGs in **C** through COMPARTMENTS showing an enrichment in genes that encode proteins that are present in the membrane.

5 dpf MZKOs showed a distinct transcriptional disruption with 159 upregulated and 84 downregulated DEGs compared to MHets (Fig 7C). 

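edgeR called 145 upregulated and 75 downregulated DEGs between MZKO and MHet at 5 dpf, and 5888 genes had an unadjusted p under 0.05. The alternative that moved this count most was to drop the fold change threshold, which gave 593 and 399. In all of the edgeR DEGs the MZKO and MHet pools did not overlap, as in 32.8% of the tested genes. Between these DEGs and the edgeR DEGs of ZKO against WT, 0 upregulated genes and 1 downregulated gene were shared. The maturin gene *mturn* (LL0000019743) rose from 10.9 ± 1.81 (SD, n = 3) CPM in MHet to 85.6 ± 12.5 (SD, n = 3) CPM in MZKO, a log2 fold change of 2.97 (standard error 0.13, edgeR adjusted p = 5.2e-13), and stood at 8.79 ± 1.06 CPM in WT (SD, n = 3). The log2 fold changes of *adpgk2*, *snx6*, *ube2j2* and *ldb1b* were 2.95, 2.62, 2.16 and 0.96. Among the downregulated DEGs, *dusp27*, *acin1a*, *prkg1b* and *adipor2* had log2 fold changes of -1.09, -0.98, -1.09 and -0.89. Each of these 9 genes stayed a DEG in all 6 fits that left out a pool of either group.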

While there was no significant enrichment for GO BPs, COMPARTMENTS analysis for subcellular localization along with several enriched GO CCs indicated that many upregulated DEGs are present on membranes. 

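The 41 membrane genes of Fig 7D that were found in the count table were all higher in MZKO than in MHet, with a median log2 fold change of 0.85, and 38 of them were edgeR DEGs. *slc9a1a* was not analysed here. The smallest log2 fold change was 0.70, of *plpp6*. The paper drew these genes from its own calls on the same pools, so their shared direction and this minimum add no independent evidence. *jac6* had counts of 0, 0 and 2 in the MHet pools, all at or under the floor of 3, and of 83, 76 and 114 in the MZKO pools, so it was at least 30.2-fold higher in MZKO (edgeR adjusted p = 2e-05). The jacalin *jac9* stood at 0.41 ± 0.201 CPM in MHet and 38.7 ± 6.85 CPM in MZKO (SD, n = 3 each), a log2 fold change of 6.52 (standard error 0.77, edgeR adjusted p = 0.00066), and *jac8* at 0.812 ± 0.493 and 43.1 ± 9.17 CPM. The family was also summed, since how reads that fit several of its genes were counted is not stated, and the summed level of the 9 *jac* genes was 5.17 ± 1.31 CPM in MHet and 92.6 ± 17.3 CPM in MZKO (SD, n = 3 each).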

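In MZKO against MHet at 5 dpf, the log2 fold change of *sgcd* (LL0000024584) was 0.74 (standard error 0.11, edgeR adjusted p = 0.00013) and that of *sntb2* (LL0000029087) was 0.71 (standard error 0.12, edgeR adjusted p = 0.00073). The integrin β chain genes *itgb3a* (LL0000012943) and *itgb3b* (LL0000012944) had log2 fold changes of 0.92 (standard error 0.15, edgeR adjusted p = 0.0005) and 0.78 (standard error 0.16, edgeR adjusted p = 0.0033). With each pool left out in turn, *itgb3a* stayed a DEG in 6 of the 6 fits, *sgcd* in 4, *sntb2* in 3 and *itgb3b* in 1. Across the groups, *sgcd* stood at 72.4 ± 4.07 (SD, n = 3) CPM in WT, 71 ± 6.73 in Het, 67.9 ± 1.95 in ZKO, 48.8 ± 9.38 in MHet and 81.4 ± 4.6 in MZKO, so that MHet was the lowest of the 5 groups. Of 22 genes of the dystrophin-glycoprotein complex, 17 were higher in MZKO than in MHet, with a median log2 fold change of 0.25 (limma camera adjusted p = 1.24e-06, and 0.0313 with the correlation between genes estimated from the data).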

Plasma membrane proteins included *sarcoglycan* δ (*sgcd*) and *syntrophin* β*2* (*sntb2*), which promote membrane stability within the DGC, as well as several *integrins* (*itgb3a, itgb3b*) (Fig 7D), suggesting a compensatory response to stabilize cell-ECM interactions. Further supporting this finding, when we individually examined expression of transcripts encoding dystroglycan and the functional glycan glycosyltransferases as *dag1* was upregulated (p < 0.001***, padj = 0.001**) despite not meeting our strict fold change criteria (S5B Fig). This also paralleled our previous western blots indicating an increase in *β*-DG in glycoprotein enriched ZKO samples where α-DG glycosylation was lost (Figs 1B and S1B, S1C). 

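*dag1* (LL0000008663) was counted at 89.1 ± 1.97 (SD, n = 3) CPM in MHet and 113 ± 4.3 (SD, n = 3) CPM in MZKO, a log2 fold change of 0.34 (standard error 0.074, edgeR adjusted p = 0.0046). The difference between the groups was larger than the spread between their pools, and the MZKO pools lay above all other pools at 5 dpf. With all pools, this change passed the adjusted p threshold but not the fold change threshold. With each pool of either group left out in turn, the edgeR adjusted p was from 0.012 to 0.026, short of the threshold in every fit. Levels in the other groups were 86.6 ± 5.78 CPM in WT, 85 ± 1.18 in Het and 87.1 ± 5.06 in ZKO (SD, n = 3 each), and the log2 fold change of ZKO against WT was 0.0083 (standard error 0.074, edgeR adjusted p = 0.97). DESeq2's adjusted p for *dag1* on the same 15 pools was 0.00013. Of the matriglycan genes, 14 of 19 were higher in MZKO, with a median log2 fold change of 0.16 (limma camera adjusted p = 0.067). From the membrane proteins and *dag1*, the paper proposes a compensatory response that stabilizes the contact between cells and ECM.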

In parallel, negative regulators of muscle development such as *eif4ebp3I* and *ssh2a* were downregulated while *fbxo32*, which is linked to muscle wasting, was upregulated.

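*eif4ebp3l* (LL0000009529) fell from 114 ± 4.81 (SD, n = 3) CPM in MHet to 58.6 ± 9.49 (SD, n = 3) CPM in MZKO, a log2 fold change of -0.96 (standard error 0.11, edgeR adjusted p = 7.5e-06). *ssh2a* (LL0000029424) fell from 31.4 ± 2.26 to 19 ± 0.709 CPM (SD, n = 3 each), a log2 fold change of -0.73 (standard error 0.12, edgeR adjusted p = 0.00048). *fbxo32* (LL0000010209) stood at 78.6, 58.3 and 62.1 CPM in the MHet pools and at 4.93, 25.9 and 4.2 CPM in the MZKO pools. Its log2 fold change in MZKO against MHet was -2.49 (standard error 0.55, edgeR adjusted p = 0.019), and with each pool left out in turn it stayed between -3.86 and -2.10. At 10 dpf, the log2 fold change of *fbxo32* was 1.01 (standard error 0.92, edgeR adjusted p = 0.6).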

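Between ZKO and WT at 5 dpf, the log2 fold change of *pomgnt2* was 0.085 (standard error 0.11, edgeR adjusted p = 0.75), and between MZKO and MHet it was 0.28 (standard error 0.11, edgeR adjusted p = 0.11). Raw counts of *pomgnt2* were 332, 346 and 326 in the WT pools, 309, 352 and 390 in the ZKO pools, 317, 285 and 375 in the MHet pools and 388, 400 and 368 in the MZKO pools. With each pool left out in turn, the log2 fold change stayed between 0.025 and 0.12 for ZKO against WT and between 0.23 and 0.40 for MZKO against MHet. By mother's genotype, the log2 fold change of *pomgnt2* was -0.066 (standard error 0.078, edgeR adjusted p = 0.56).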

Importantly, despite the frameshift mutations rendering the protein nonfunctional (Fig 1B), *pomgnt2* mRNA did undergo nonsense mediated decay and was not differentially expressed in KO larvae regardless of female parentage (S5A, S5B Fig). This was consistent with our qPCR analyses in ZKOs (S1A Fig). 

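Among the genes called by DESeq2's Wald test on all 21 samples in one fit, 120 downregulated genes and 1 upregulated gene were shared between ZKO against WT at 5 dpf and MZKO against MHet at 10 dpf. Between MZKO against MHet at 5 dpf and the same comparison at 10 dpf, 11 downregulated and 8 upregulated genes were shared. ZKO against WT and MZKO against MHet, both at 5 dpf, shared 2 downregulated genes in these lists.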

Regardless, the transcriptomic analyses support that MZKOs are in a severe state of muscle and metabolic disease at 10 dpf, and some disease-relevant pathways become dysregulated in both ZKOs and MZKOs at 5 dpf before the full onset of disease phenotypes despite different patterns of transcriptional dysregulation that are consistent with preserved α-DG glycosylation in ZKOs.

### Metabolic disruption correlating with maternal genotype

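For the co-expression modules at 5 dpf, the gene lists of the paper's supplementary gene list file were used with the deposited counts of the 15 pools. The level of a module in a pool was the mean, over the module's genes, of the z-scored log2 CPM (TMM scaling, prior count 2), so that a level of 0 is the mean of all 15 pools and the unit is the SD of a gene over them. Groups were compared by two-sided exact permutation tests of the module level over all assignments of the 15 pools to groups of the same sizes. The modules were built by the paper from the same pools, so these p-values describe the pools and are no independent test.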

To further probe whether the DEG expression patterns in the different genotypes at 5 dpf could reveal additional biological changes, we used weighted gene co-expression network analysis (WGCNA) comparing the three genotypes obtained from HetxHet crosses, WT, Het and ZKO, and from KOxHet crosses, MHet and MZKO (S2 File). Following dataset reduction and soft thresholding (S6A, B Fig), this analysis identified seven modules comprised of 1818 genes total whose expression was strongly correlated (S6C, S6D Fig). 

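By the paper's gene lists, the modules hold 657 genes (turquoise), 515 (blue), 294 (brown), 167 (yellow), 119 (green), 40 (red) and 26 (grey), and all but 1 gene, in the grey module, passed the filter on low counts. Of the 1818 genes with the highest variance of DESeq2's variance stabilized values over the 15 pools, 1444 (79.4%) are in the paper's modules. Ranking by the mean of these values instead, 379 genes (20.8%) are.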

Four of the seven gene modules were strongly correlated with specific genotypes and crosses (Fig 8A), with a positive correlation indicating increased expression and a negative correlation indicating decreased expression (Fig 8B–8E). Surprisingly, four of the seven modules were driven by either disease state or maternal state.

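The brown module was lowest in ZKO, at -1.13 ± 0.349 (SD, n = 3). It differed widely between the WT pools, with levels of 1.62, 1.18 and -0.453 in WT replicates 1, 2 and 3. No pool outside WT stood above 0.444 in this module. The median log2 fold change of its genes in ZKO against WT was -1.13, and 293 of 294 genes were lower. The red module ranged from -0.888 ± 0.602 (SD, n = 3) in MZKO to 0.818 ± 0.719 (SD, n = 3) in Het, and its SD within a group went up to 1.23, in WT.

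**Figure D2:**
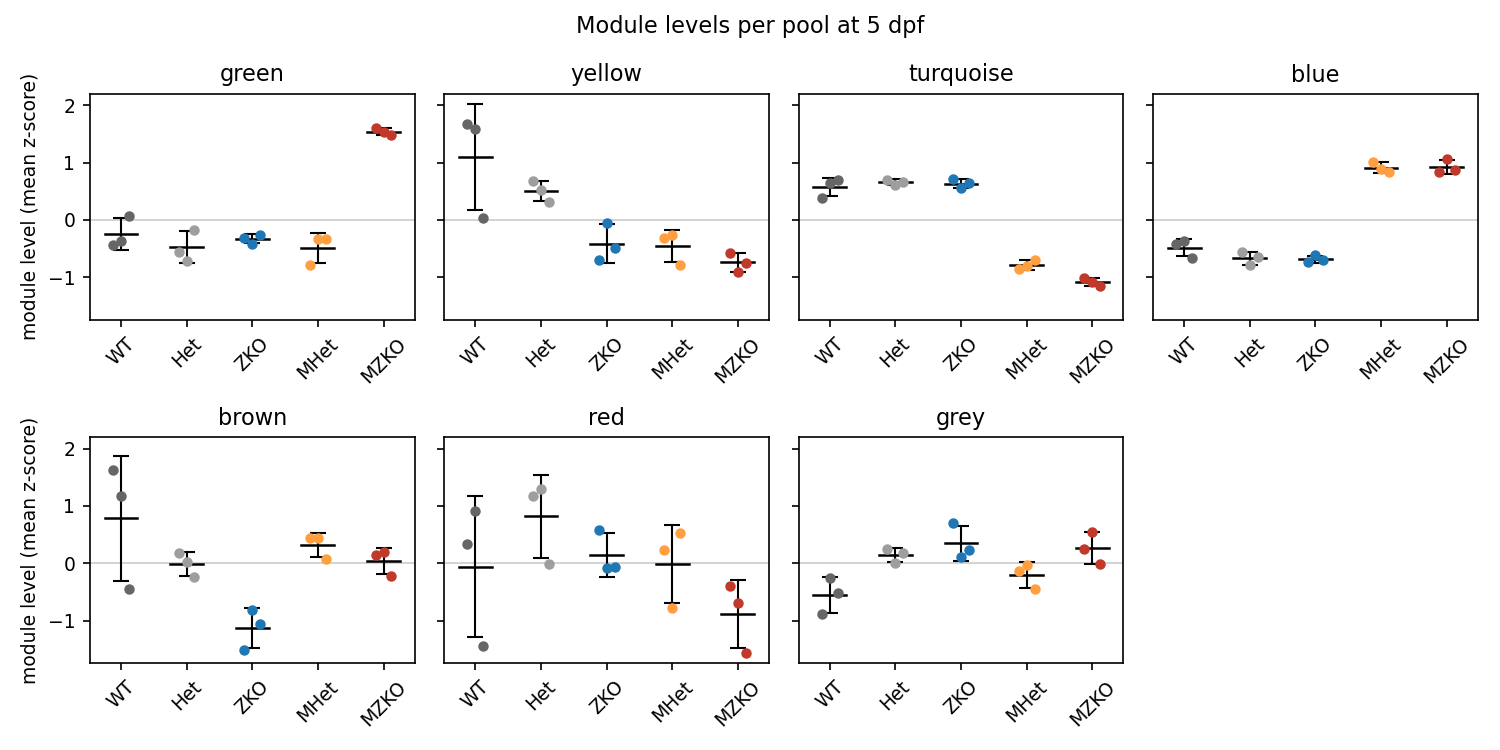
Level of each of the 7 modules (y axis, mean z-score over the module's genes) in the 15 pools at 5 dpf, by group. Points are pools, horizontal lines are means and error bars are SD (n = 3). The MZKO pools stand apart in the green module, and the MHet and MZKO pools stand apart together in the turquoise and blue modules.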

**Fig 8:**
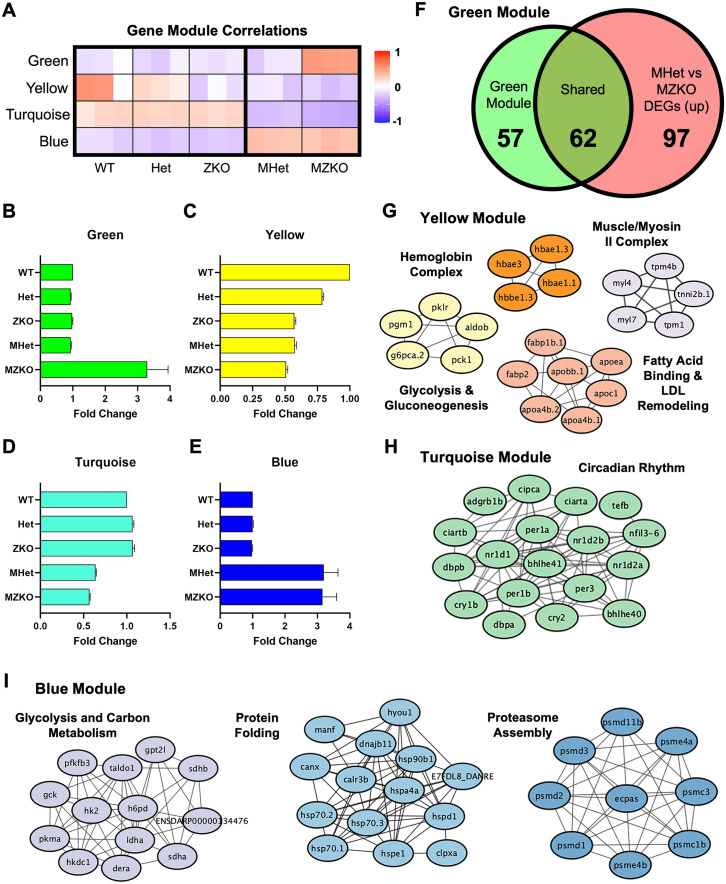
Expression signatures derived from maternal and zygotic genotypes. **A**: Heat map of modules identified through weighted gene co-expression network analysis that were highly correlated with either the maternal or zygotic genotype at 5 dpf. **B–E**: Fold change of normalized expression in each module across genotypes compared to the WT samples as validation of gene module correlations. **F**: Overlap of genes within the green module and upregulated DEGs in MZKOs compared to their MHet siblings at 5 dpf shown in Fig 7C. **G**: STRING analysis of genes within the yellow module showing interacting networks of proteins involved in fatty acid binding and LDL remodeling, glycolysis and gluconeogenesis, the myosin II complex and the hemoglobin complex. **H**: STRING analysis of genes within the turquoise module showing an interacting network of proteins involved in circadian rhythm regulation. **I**: STRING analysis of genes within the blue module showing interacting networks of proteins involved in processes such as protein folding, carbon metabolism, and proteasome assembly.

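The level of the green module was 1.54 ± 0.0618 (SD, n = 3) in MZKO and -0.385 ± 0.231 in the other groups (SD, n = 12), a difference of 1.92 (two-sided exact permutation test, p = 0.0022, the smallest that 3 of 15 pools allow). Taking the first principal component of the module in place of its mean, the alternative that moved this difference most, gave 2.43. The genes of the module were at a median of 1.6 and a mean of 3.29 times their WT level in MZKO. Of the 119 green genes, 64 were upregulated edgeR DEGs between MZKO and MHet.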

The green module was strongly linked to disease progression, as these genes were positively correlated with the MZKO genotype, and many of these overlapped with the upregulated DEGs in MZKOs described above (Fig 8F). The yellow module, in contrast, suggested shared dysregulation due to loss of *pomgnt2*, whether maternal, zygotic, or both. It included 167 genes that were negatively correlated and downregulated across ZKOs and both genotypes obtained from KO x Het crosses. This module showed enrichment of smaller STRING networks involved in glycolysis and gluconeogenesis, the hemoglobin complex, and lipid metabolism and LDL remodeling (Fig 8G). 

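The yellow module stood at 1.1 ± 0.922 (SD, n = 3) in WT, 0.505 ± 0.182 in Het, -0.411 ± 0.334 in ZKO, -0.453 ± 0.283 in MHet and -0.741 ± 0.168 in MZKO (SD, n = 3 each). The 9 pools of ZKO, MHet and MZKO differed from the 6 pools of WT and Het by -1.34 (two-sided exact permutation test, p = 0.0002, the smallest that 9 and 6 pools allow). Within WT, replicate 3 had a level of 0.0365 against 1.67 and 1.59 in replicates 1 and 2, close to the highest pool of the other side, ZKO replicate 2, at -0.048. In ZKO against WT, all 167 genes of the module were lower, with a median log2 fold change of -0.81, and 25 were edgeR DEGs. In MHet against Het, 155 were lower, with a median of -0.44, and in MZKO against MHet the median was -0.11.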

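In ZKO against WT, the genes drawn in Fig 8G were all lower. They belong to the yellow module, built from these pools, so their shared direction adds no independent evidence. The log2 fold change lay between -1.16 and -0.36 for the 5 glycolysis and gluconeogenesis genes, of which 1 had an edgeR adjusted p under 0.05. Its median was -0.59 for the 7 fatty acid binding and LDL genes and -0.11 for the 4 hemoglobin genes, with 0 genes under an edgeR adjusted p of 0.05 in both.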

The LDL network was driven by reduced *apolipoprotein* expression, similar to what was observed in MZKOs at 10 dpf indicating early dysregulation in lipid metabolism in ZKOs and their offspring. 

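Of 19 apolipoprotein genes, 16 were lower in ZKO than in WT, with a median log2 fold change of -0.74 (limma camera adjusted p = 5.61e-07), and 17 were lower in MZKO than in MHet at 5 dpf, with a median of -0.49 (limma camera adjusted p = 0.000372). With the correlation between genes estimated from the data, the limma camera adjusted p was 0.288 and 0.398. In Het against WT, 17 of these 19 genes were also lower, with a median of -0.28. By mother's genotype, 10 were lower and 9 higher (limma camera adjusted p = 0.866). Of these genes, 5 are in the yellow module and 7 in the brown module. *apoa1b* stood at 3550 ± 1410 CPM in WT, 3190 ± 372 in Het, 2120 ± 49.9 in ZKO, 3030 ± 123 in MHet and 2110 ± 619 in MZKO (SD, n = 3 each), and the spread in WT was larger than the difference from Het.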

A few genes involved in muscle contraction were also present in the yellow module, including *myosin light chain 4 and 7* (*myl4, myl7*), *tropomyosin 1 and 4b* (*tpm1, tpm4b*), and *troponin I 2B* (*tnni2b.1*) (Fig 8G). This module suggested overall that certain differences in physiological processes may persist from ZKO females to their oocytes.

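In ZKO against WT, the log2 fold change of *myl4* (LL0000019847) was -1.14 (standard error 0.14, edgeR adjusted p = 0.00026), that of *myl7* was -1.12 (standard error 0.19, edgeR adjusted p = 0.0032) and that of *tnni2b.1* was -1.73 (standard error 0.19, edgeR adjusted p = 0.00078). *tpm4b* had a log2 fold change of -1.12 (standard error 0.21, edgeR adjusted p = 0.0063), and *tpm1*, at -0.64 (standard error 0.1, edgeR adjusted p = 0.0015), missed the fold change threshold. With each pool left out in turn, *myl4* and *tnni2b.1* stayed DEGs in all 6 fits, and *myl7* and *tpm4b* in 1 each. *myl4* stood at 28.5 ± 5.56 (SD, n = 3) CPM in WT, 21.8 ± 2.6 in Het, 12.9 ± 2.02 in ZKO, 14.1 ± 1.23 in MHet and 18.8 ± 0.895 in MZKO, so that in MZKO it lay above MHet.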

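The turquoise module had a level of -0.936 ± 0.181 (SD, n = 6) in the MHet and MZKO pools and 0.624 ± 0.101 (SD, n = 9) in the WT, Het and ZKO pools, a difference of -1.56. The blue module stood at 0.918 ± 0.0977 and -0.612 ± 0.14 in the same pools, a difference of 1.53. No pool of one side reached the other side in either module, which gives the smallest p that the exact permutation test of 6 against 9 pools allows. A test of the mother's genotype that balances the larva's own genotype, MHet and MZKO against Het and ZKO, called 785 upregulated and 709 downregulated edgeR DEGs, with 10112 genes under an unadjusted p of 0.05. The alternative that moved this count most was to drop the fold change threshold, which gave 2435 and 2514. In 1082 of the 1494 edgeR DEGs the pools of ZKO females and of Het females did not overlap, as in 13% of the tested genes. Of the edgeR DEGs, 322 downregulated genes are in the turquoise module and 291 upregulated genes in the blue module. The median log2 fold change by mother was -0.72 over the turquoise genes and 0.83 over the blue genes.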

The turquoise and blue modules, which were respectively negatively and positively correlated with both MZKOs and their MHet siblings, revealed a difference between the offspring of Het females and ZKO females. Within the downregulated module (turquoise), numerous genes forming the structural constituents of different tissues were identified. These included multiple *crystallin* genes, which form the lens of the eye; *collagens*, the structural components of the ECM; *tubulins,* intermediate filaments, and genes involved in actin monomer binding that are critical for cytoskeletal assembly (S7A Fig). 

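By mother's genotype, 43 of 46 crystallin genes were lower in the offspring of ZKO females, with a median log2 fold change of -0.80 (limma camera adjusted p = 2.63e-36), and 36 were downregulated DEGs. Collagen genes were lower in 47 of 56 cases, with a median of -0.27 (limma camera adjusted p = 3.04e-07) and 8 DEGs, and tubulin genes in 16 of 22, with a median of -0.15 (limma camera adjusted p = 0.0062) and 1 DEG. With the correlation between genes estimated from the data, the adjusted p was 0.0337 for crystallins and 0.237 for both collagens and tubulins. Crystallins were also lower in MZKO than in MHet, in 40 of the same genes (median -0.47, limma camera adjusted p = 4.78e-13), whereas collagens were higher in 45 (median 0.23, limma camera adjusted p = 1.34e-08). With the correlation estimated from the data, the adjusted p of this comparison was 0.243 for both, and for each of them 1 of the 3 other splits that part the same-numbered pools gave a smaller unadjusted limma camera p for crystallins (1.22e-16 against 2.65e-14) and for collagens (1.85e-20 against 1.49e-09). By mother's genotype, a p as small as the real one came in 8 of 32 splits for collagens, 3 for tubulins and 1, the real one, for crystallins, where another split came close (3.03e-37 against 1.46e-37).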

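Among regulators of circadian rhythm, *per1b* (LL0000021600) had a log2 fold change by mother's genotype of -2.07 (standard error 0.06, edgeR adjusted p = 1.3e-17) and *nr1d1* (LL0000020568) one of -2.96 (standard error 0.078, edgeR adjusted p = 4.1e-18). *per1b* stood at 142 ± 4.04 (SD, n = 3) CPM in WT, 155 ± 4.69 in Het, 148 ± 10.3 in ZKO, 39.5 ± 4.1 in MHet and 33.2 ± 1.17 in MZKO. *nr1d1* fell from 141 ± 11.5 and 132 ± 5.32 CPM in Het and ZKO to 19.8 ± 3.96 and 15.5 ± 1.29 CPM in MHet and MZKO (SD, n = 3 each). The log2 fold changes of *per1a*, *per3*, *nr1d2a*, *nr1d2b* and *cry2* were -2.34, -0.75, -1.60, -0.94 and -1.05, with edgeR adjusted p of at most 4.9e-09. Each of these 7 genes stayed a DEG in all 12 fits that left out a pool. *cry1bb* moved the other way, with a log2 fold change of 1.85 (standard error 0.068, edgeR adjusted p = 1.3e-15). Of 45 circadian regulators listed by symbol, 29 were lower and 16 higher in the offspring of ZKO females, 17 of them downregulated and 3 upregulated DEGs (limma camera adjusted p = 1.91e-21, and 0.0119 with the correlation between genes estimated from the data). At 10 dpf, *per1b* was at 152 ± 9.43 CPM in MHet and 151 ± 22 CPM in MZKO, and *nr1d1* at 152 ± 14.2 and 179 ± 16.3 CPM (SD, n = 3 each). Of the 45 regulators, 39 were higher and 6 lower in MZKO than in MHet at that age, with 0 DEGs. Their median log2 fold change was 0.20 (unadjusted limma camera p = 2.99e-05, with the correlation between genes set to 0.01). The smallest such p in the other comparable splits was 0.0133, but 4 splits are too few for a share under 0.05. A gene under the symbol *cry1b* was not analysed here.

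**Figure D3:**
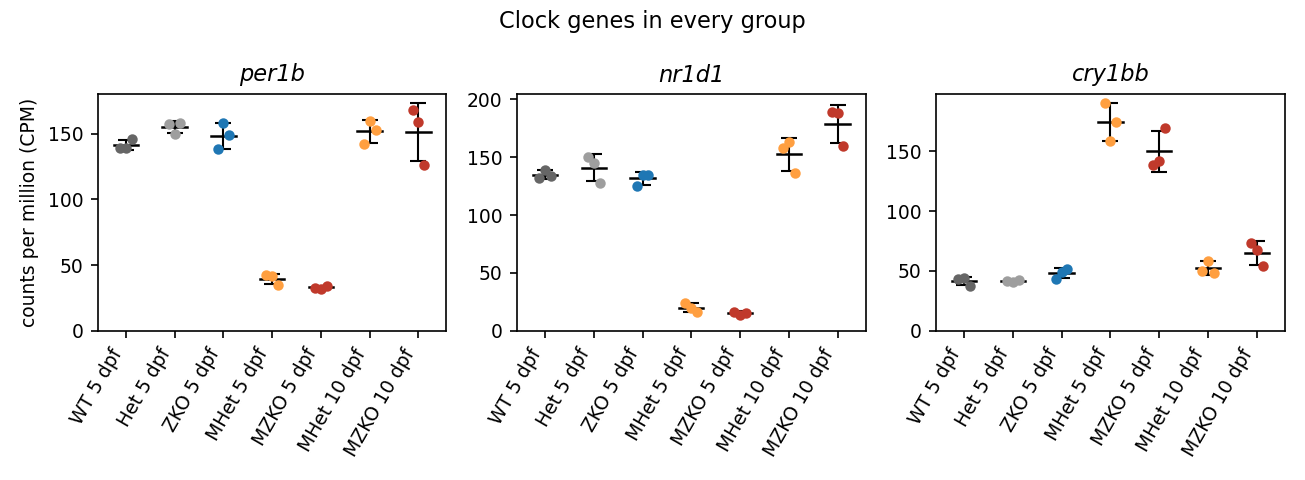
CPM (y axis, starting at 0) of *per1b*, *nr1d1* and *cry1bb* in the 21 pools of both ages, by group. Points are pools, horizontal lines are means and error bars are SD (n = 3). At 5 dpf the MHet and MZKO pools lie below the other groups for *per1b* and *nr1d1* and above them for *cry1bb*.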

Interestingly, key regulators of circadian rhythm were also included in this module, including *per1a, per1b, per3, nr1d1, nr1d2a, nr1d2b, cry1b,* and *cry2* (Fig 8H). Within the entire turquoise module, *per1b* and *nr1d1* were the most centrally connected hub genes (S7B Fig), suggesting potential drastic differences in regulation of circadian rhythm stemming from the maternal state. 

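Pearson correlations of DESeq2's variance stabilized values over the 15 pools, raised to the power 12, joined the 1818 module genes into an unsigned network. Within the 657 turquoise genes, *per1b* had the highest connectivity (139.5) and *nr1d1* the next (137.6), followed by *cipca* (134.2). Of the 50 turquoise gene pairs with the highest topological overlap, 23 involved *per1b* and 14 involved *nr1d1*. In a signed network, *per1b* and *nr1d1* again held the highest ranks, with 36 and 9 of these 50 pairs. *per1a* ranked 8 and *per3* ranked 64 in the unsigned network. These correlations run over all 15 pools, which this module parts by cross, and correlations within groups were not computed. Among downregulated DEGs by mother's genotype whose pools did not overlap, *nr1d1* and *per1b* also had the smallest p. Their rank in the network is thus no evidence apart from that difference between crosses. From the place of *per1b* and *nr1d1* in the module, the paper proposes that the regulation of circadian rhythm differs with the maternal state.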

The upregulated module (blue), in contrast, showed increased activation of several processes including protein folding with upregulation of heat shock proteins and other chaperones, proteasome assembly, and carbon metabolism, including several glycolytic enzymes (Fig 8I).

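By mother's genotype, the genes drawn in Fig 8I were all higher in the offspring of ZKO females. They belong to the blue module, built from these pools, so their shared direction adds no independent evidence. The median log2 fold change was 0.70 for the 12 carbon metabolism genes with 6 edgeR DEGs, 0.67 for the 13 protein folding genes with 6 DEGs, and 0.58 for the 9 proteasome genes with 3 DEGs. *hspd1* had a log2 fold change of 1.03 (standard error 0.08, edgeR adjusted p = 6e-09) and *hk2* one of 1.34 (standard error 0.1, edgeR adjusted p = 7.4e-10), whereas *hsp70.1*, at 0.31 (standard error 0.29, edgeR adjusted p = 0.47), was not a DEG. *gck* (LL0000011213) stood at 4.56 ± 2.75 (SD, n = 3) CPM in WT, 3.25 ± 1.43 in ZKO, 23.2 ± 7.89 in MHet and 19.5 ± 8.77 in MZKO, a log2 fold change by mother of 2.57 (standard error 0.36, edgeR adjusted p = 0.00029). In the paper's qPCR array, run on other pools of larvae, *gck* was lower in MZKO. Of whole families listed by symbol, 68 of 100 heat shock protein and chaperone genes (median 0.14, limma camera adjusted p = 3.94e-06) and 38 of 50 proteasome genes (median 0.21, limma camera adjusted p = 3.04e-07) were higher, while 26 of 48 glycolysis and gluconeogenesis genes were (limma camera adjusted p = 0.241). A limma camera p as small as the real one came in 12 of 32 splits of the pools by mother for proteasome genes and in 2 for heat shock proteins and chaperones. Proteasome genes were lower in MZKO than in MHet, in 46 of these genes (median -0.20, limma camera adjusted p = 4.93e-08). With the correlation between genes estimated from the data, the limma camera adjusted p by mother was 0.0856 for heat shock proteins and chaperones and 0.237 for proteasome genes, and that of MZKO against MHet was 0.243 for proteasome genes.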

WGCNA provides gene network correlations, but to better understand these changes and their impact on the MHet and MZKO, we performed additional validation via qPCR using an array targeting 86 genes involved in glucose metabolism spanning glycolysis, the tricaboxylic acid (TCA) and pentose phosphate cycles, and gluconeogenesis (S3 File). By comparing 5 dpf WT, ZKO, MHet, and MZKO in the same array, we revealed a more complex pattern of up and down-regulation consistent with broad glycolysis and TCA reduction in the MZKO with concurrent increase in gluconeogenesis (*gpca.1*, *fbp2*) (Figs 9A and S8). These changes included the hexokinase isoenzyme switch with glucokinase (*gck*) downregulation and upregulation of hexokinase 2 (*hk2*) found in metabolic reprogramming in cancer [47]. In parallel, there was upregulation of multiple genes in the pentose phosphate pathway leading to D-ribose production (Fig 9B). The MHet had similar changes in glycolysis that were less pronounced with limited involvement of the TCA cycle, but notably no *gck* downregulation (Figs 9A, 9B and S8). Serendipitously, the immune regulator β-2-microglobulin (*b2m*), which is essential for MCH class I function, was included among the positive controls and showed around 3-fold upregulation in both MHet and ZKO indicating immune activation (Fig 9C). Similar types of dysregulation were found in other pathways in the RNAseq modules. 

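At 5 dpf, *cyp2r1* (LL0000008594) stood at 9.88 ± 3.82 (SD, n = 3) CPM in WT, 8.87 ± 1.65 in Het, 5.12 ± 1.59 in ZKO, 3.58 ± 0.963 in MHet and 1.18 ± 0.554 in MZKO, a log2 fold change by mother's genotype of -1.70 (standard error 0.23, edgeR adjusted p = 2.3e-05), with pools that overlapped. *cyp27b1* (LL0000008561) stood at 44.9 ± 22.1, 26.6 ± 2.12, 17.1 ± 3.72, 4 ± 2.31 and 1.87 ± 0.349 CPM in the same groups (SD, n = 3 each), a log2 fold change of -2.96 (standard error 0.32, edgeR adjusted p = 4.3e-05). *cyp24a1* (LL0000008554) rose from 12.2 ± 3.19 and 7.93 ± 4.85 CPM in Het and ZKO to 63.3 ± 12.4 and 40.5 ± 10.3 CPM in MHet and MZKO (SD, n = 3 each), a log2 fold change of 2.36 (standard error 0.28, edgeR adjusted p = 0.00011). The log2 fold change of ZKO against WT was -0.95 (standard error 0.29, edgeR adjusted p = 0.079) for *cyp2r1*, -1.39 (standard error 0.37, edgeR adjusted p = 0.065) for *cyp27b1* and -0.43 (standard error 0.43, edgeR adjusted p = 0.66) for *cyp24a1*. By the paper's gene lists, *cyp2r1* and *cyp27b1* are in the turquoise module and *cyp24a1* is in the blue module.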

For example, vitamin D activating enzyme transcripts (*cyp2r1* and *cyp27b1*) were down regulated in MHet and ZKO in the turquoise module, while the catabolic enzyme (*cyp24a1*) was upregulated (S2 File), showing birectional changes controlling different metabolic functions. A few changes were noted in the ZKO, but they were much more limited and did not reflect major disruptions in glucose metabolism (S3 File).

**Fig 9:**
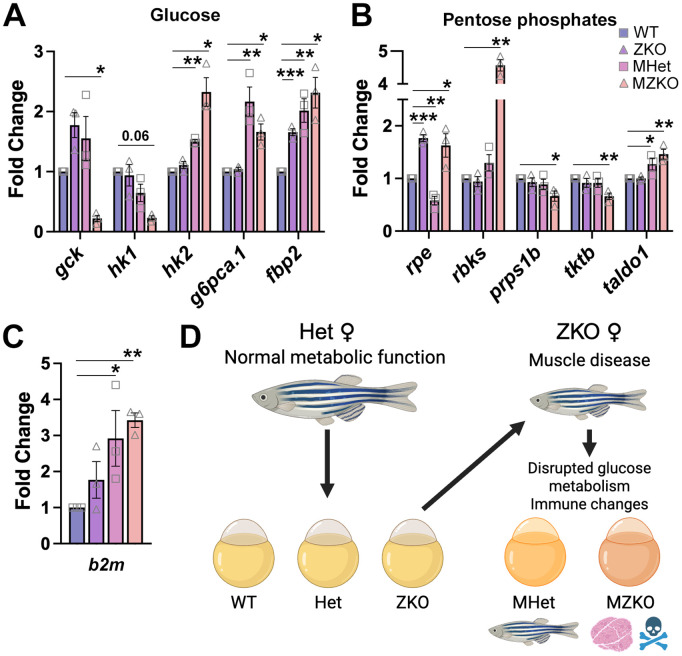
Variable metabolic differences in progeny of Heterozygous and ZKO females. **A.** Changes in glucose metabolism quantified via qPCR Qiagen RT^2^ Profiler arrays show a switch between *gck* and *hk2* expression in glucose phosphorylation in MZKO and an increase in enzymes involved in gluconeogenesis in both MHet and MZKO. **B.** Multiple changes in the pentose phosphate pathway are also noted mostly in MZKO. *rpe* which is involved in protection from oxidative stress is upregulated in both ZKO and MZKO but downregulated in MHet. **C.** *b2m* is upregulated in both MHet and MZKO. **D.** Model of maternal disruption affecting both MHet and MZKO at different levels. Created in BioRender. Manzini, M.C. (2026) *https://BioRender.com/3rj87ca.*

Overall, our findings show how removal of maternal *pomgnt2* mRNA in oocytes is necessary to unmask developmental phenotypes that recapitulate the core dystroglycanopathy phenotypes. However, our transcriptomic analyses revealed significant differences in multiple physiological processes correlated with maternal genotype that were more pronounced in the ZKO possibly reflecting disease onset. 

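In larvae of the same own genotype, MHet against Het, edgeR called 462 upregulated and 479 downregulated DEGs, with 7402 genes under an unadjusted p of 0.05. In larvae of the same kind of cross, Het against WT, it called 0 DEGs, with 2986 genes under an unadjusted p of 0.05. The alternative that moved the count of MHet against Het most was to drop the fold change threshold, which gave 1049 and 1142. MHet and Het larvae differ in the mother's genotype and in the cross, and these cannot be told apart in the deposited samples.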

Based on these data, we propose a model in which metabolic dysfunction stemming from progressive muscle disease in ZKO females results in metabolic rewiring in the offspring (Fig 9D).

## Discussion

In this study, we characterized a novel zebrafish mutant for the glycosyltransferase Pomgnt2 to model a severe neuromuscular disorder caused by loss α-DG glycosylation, which mediates cell-ECM interactions that are critical for morphogenesis and maintenance of multiple tissues [21,23,30,48]. We found that maternal *pomgnt2* leads to residual α-DG glycosylation in ZKO larvae that masked developmental phenotypes. By generating MZKOs from ZKO females, we achieved complete loss of α-DG glycosylation in the embryo. This recapitulated muscle, eye, and axon guidance deficits found in severe dystroglycanopathy and uncovered molecular signatures of disease progression and pathophysiology [32,33,36].

### Zebrafish models of dystroglycanopathy and maternal contributions

The zebrafish has become a valuable disease model for dystroglycanopathy as mouse KOs for dystroglycan (*Dag1*) and for the glycosyltransferases initiating O-mannosylation, *Pomt1* and *Pomt2*, show early embryonic lethality due a rodent-specific disruption in Reichert’s membrane before placental formation [25–27]. To date, zebrafish KOs for *dag1*, *pomt1*, and *pomt2* are so far the only vertebrate animals to model global developmental loss of these genes. While *dag1* ZKOs show early lethality and progression of muscle disease consistent with morphants for other dystroglycanopathy genes [32], *pomt2* ZKOs displayed muscle, brain, and eye phenotypes only after 2 mpf [35]. Our studies on *pomt1* KOs reconciled these phenotypic difference by showing that later disease onset was due to maternally provided mRNA that could be removed by generating maternal-zygotic mutants [36].

The findings in this study confirmed that *pomgnt2* is also maternally provided, as ZKOs had delayed phenotypic onset while MZKOs are consistent with *pomt1* MZKOs, and with ZKOs for *dag1* and *fkrp* which are not maternally provided. This will likely extend to other zebrafish models of dystroglycan function. For example, *pomgnt1* ZKOs have only shown retinal degeneration at 6 mpf while mouse models have phenotypes consistent with dystroglycanopathy [34]. Transcripts for *pomt2*, *pomgnt1* and most other glycosyltransferases involved in α-DG glycosylation are detectable in zebrafish zygote before the MZT, strongly suggesting a maternal effect [37].

One striking observation in this study and our past work on *pomt1* is that ZKOs retain α-DG glycosylation for at least 5–7 dpf indicating that the proteins may still be functional for days beyond the MZT [49]. Prior studies in mouse tissue have shown that glycosylated α-DG has a half-life of approximately 3 weeks [50], which may offer a partial explanation for the prolonged stabilization of glycosylation in *pomgnt2* and *pomt1* ZKOs. However, our past work also showed that the Pomt1 protein was present in *pomt1* ZKOs at 5 dpf [36]. O-glycosyltransferases *pomt1* and *pomgnt2* join the class of maternally provided transcripts shaping larval morphogenesis after the MZT. While the best characterized maternal transcripts are involved in the coordination of zygotic genome activation and embryonic polarity in fast-developing embryos like the zebrafish [47], multiple maternal zygotic transcripts are involved in later developmental process such as skeletal formation and neuronal differentiation [15,16,51]. How these transcripts remain active at later stages of differentiation is still unknown. Transcriptomic and proteomic profiling in oocytes from another teleost, the pikeperch (*Sander lucioperca*), suggested that the mother can provide RNA binding proteins to stabilize transcripts involved in neurogenesis and metabolism [47]. Recent single-cell transcriptomic analysis with metabolic labeling during the MZT supported this hypothesis of differential maternal transcript stability dependent on cell type [47]. While there are no suitable antibodies to detect Pomgnt2 in zebrafish, this warrants further investigation into potential mechanisms to stabilize maternal transcripts and their proteins during and after the MZT.

### Lipid metabolism disruptions due to *pomgnt2* loss of function

In mice, cortical migration deficits caused by loss of *Pomgnt2* have been well-documented and resemble cobblestone lissencephaly observed in patients with WWS. However, *Pomgnt2* KO pups die within the first postnatal day, and characterization of muscle and eye deficits has not been conducted in a global KO model [30,31]. In addition, little is known about disease progression in *POMGNT2*-related dystroglycanopathy due to the limited number of reported cases.

While the generation of *pomgnt2* MZKOs unmasked early disease phenotypes compared to ZKOs, the presentation especially in the brain was milder than previously characterized *pomgnt2* morphants which presented with developmental brain and eye defects by 48 hpf [23]. Differences between knockdown strategies (MO-mediated or RNA interference) have been often reported in cell lines and mouse and zebrafish models, and milder phenotypes have also been reported in CRISPR/Cas9-edited organisms [52]. MO-mediated knockdown strategies have higher potential for off-target effects especially affecting the brain compared to stable KO lines [53]. Previous work on *pomgnt2* morphants also showed that while the phenotype could be improved by WT mRNA injection, it was never completely rescued [23]. Genetic zebrafish models generated through various approaches (*dag1* ZKO – ENU, *fkrp* ZKO – TALEN, *pomt1* MZKO – ENU, *pomgnt2* MZKO – CRISPR/Cas9) show generally consistent disease progression, but limited brain involvement, which could be due to fundamental evolutionary differences including the absence of processes involved in cortical migration and lamination that are disrupted in higher vertebrates [32,33,36]. For this reason, we have primarily focused on highly conserved axon guidance mechanisms controlling retinal ganglion neuron pathfinding from the retina to the tectum, where findings in dystroglycanopathy mouse models can be replicated.

Our developmental analysis of muscle integrity showed the most consistent findings. *pomgnt2* MZKOs show progressive detachment of muscle fibers from the MTJs and degeneration of the slow-twitch fiber layer as muscle integrity is lost, similar to DMD (*dmd-sapje*) and LAMA2-related dystrophy (*lama2-candyfloss*) zebrafish models [38]. Similar phenotypes have been also noted in a morphant model for *fkrp* [39]. The rapid fiber degeneration in our model is more similar to DMD models, while detached fibers in the *lama2* zebrafish KO can survive for days following detachment [54], suggesting shared pathophysiology among mutants in the DGC. Transcriptomic analysis during severe disease at 10 dpf showed widespread reduction in muscle contraction gene expression, along with alterations in genes controlling lipid metabolism and sterol biosynthesis that could be secondary to muscle disease and sarcolemma breakdown.

Dyslipidemia and other disruptions in lipid metabolism are well-characterized in DMD [55–57]. Studies on individuals with DMD and animal models not only show different profiles of cholesterol, phospholipids, and fatty acids in dystrophic muscle and serum, but also identified changes in membrane phospholipid composition and fatty acid metabolism in mitochondria that actively contribute to muscle disease progression [58–60]. Much less is known about these processes in dystroglycanopathies. One metabolomic study in mice using a knock-in *Fkrp* line (*Fkrp*^*P448L*^) to model a less severe form of dystroglycanopathy, Limb Girdle Muscular Dystrophy 2i (LGMD2i), identified global metabolic perturbations with increases in glycolytic intermediates and lipid metabolites [61]. Our findings in 10 dpf MZKOs demonstrate broad downregulation of genes involved in cholesterol, phosphoglyceride, and lipoprotein metabolism, again suggesting shared pathophysiology with DMD that warrants further investigation.

### Metabolic impact of having a knock-out mother

In addition to defining differences in disease progression and severity in *pomgnt2* ZKOs and MZKOs, our WGCNA analyses revealed clear transcriptomic differences associated with maternal genotype, highlighting important consideration specific to generating maternal-zygotic KOs through zygotic KO females. Offspring of ZKO females showed decreased expression of structural genes (collagens, tubulins, and crystallins), suggesting potential differences in tissue formation and development. In addition, the reduction in circadian regulators warrants further investigation into possible differences in rhythmicity. In contrast, gene expression changes altering protein homeostasis and glycolysis suggested that offspring of ZKO mothers may be primed for metabolic disruptions. Detailed analysis of glucose metabolism changes identified moderate reductions in glycolysis, TCA cycle, and glycogen metabolism in MZKOs at 5 dpf that matched more severe changes found at 10 dpf with a subset of the same genes also altered in MHets. This was paired with an increase in the MHC class I component *b2m* which is an established biomarker of immune activation leading to worse prognosis in cancer and multiple diseases [62–65]. Despite these gene expression differences, MHets are behaviorally and histologically indistinguishable from WT and Het larvae from HetxHet crosses. Expression changes appear overall more modest in MHets and may not have major deleterious impact on the overall health of the offspring, but could modify disease progression in MZKOs. Fewer metabolic gene expression changes were noted in ZKOs as early as 5 dpf when they still benefit from residual α-DG glycosylation. It is possible that ZKOs have life-long changes that compound with progressive muscle disease in adult females with consequences for the maternal nutrition and metabolism altering the yolk of the oocytes, which is rich in lipids and proteins [66,67]. Several studies have also noted reduced offspring viability and other abnormalities in zebrafish in response to metabolic disruptions in the female parents [55,68,69]. These differences could be leveraged in future studies to identify novel disease modifiers.

In conclusion, our study shows how a maternal-zygotic mutant can be leveraged to unveil early disease phenotypes in strains impacted by maternal compensation, while highlighting physiological differences that emerge when offspring are obtained from zygotic mutant females. These findings have immediate relevance for other zebrafish mutants of dystroglycan-related disorders as well as other zebrafish mutants where maternal compensation is suspected.

## Materials and methods

### Ethics statement

All experiments and procedures involving live animals in this study were approved by the Institutional Animal Care and Use committee of Rutgers University under protocol PROTO201900047.

### Experimental model

Zebrafish were housed on a recirculating Tecniplast USA system under a 14–10 light-dark cycle at 28°C in 3.5 L tanks and fed twice daily. For spawning events, males and females were placed off-system in divided spawning cages each evening, and the dividers were removed the following morning following the start of the lights on period. Embryos obtained from spawning events were collected in petri dishes with egg water containing methylene blue (5x10^-5^% w/v) until 5–6 days post fertilization (dpf) when they were placed on the system for raising or until their respective endpoints.

### Guide RNA (gRNA) assembly

Three guide RNA (gRNA) target sequences were identified from the Burgess Lab UCSC Track Data Hub for CRISPR targets and ordered from Integrated DNA Technologies (IDT; Coralville, IA) with SP6 or T7 promoter sequence, gRNA target sequence, and TracrRNA overlap sequencing. 10 µM of each gRNA oligo and 10 µM of universal oligo were annealed in 25 µl reactions with 1U Phusion High Fidelity DNA Polymerase (Thermo Fisher Scientific) in a T100 Thermal Cycler (Bio-Rad) under the following cycling conditions: 98°C for 2 minutes, 50°C for 10 minutes, and 72°C for 10 minutes. gRNAs were then synthesized using a HiScribe SP6 or T7 Quick High Yield RNA Synthesis kit (New England Biolabs) in a 30 µl containing 3 µl of annealed oligo product at 37°C overnight. gRNAs were then purified using an RNA Clean & Concentrator kit (Zymo Research), diluted in sterile, nuclease free water, and stored at -80°C for no longer than one month.

### Generation of the *pomgnt2* line

Microinjections were performed on one cell stage EK zebrafish embryos using 1 nanoliter/embryo of injection master mix containing gRNA and recombinant Cas9 protein (PNA Bio Inc). Injections using a gRNA targeting *tyrosinase* (*tyr*) was used to determine technique efficiency for each experiment by screening the developing embryos for loss of pigment. Uninjected clutchmate controls were also used in every experiment. The injected embryos were housed in embryo medium with methylene blue and screened periodically for 5 days to remove dead and deformed embryos, and the remaining were placed on the system to be raised for mutant line propagation. Between 3–4 months post fertilization (mpf), surviving injected zebrafish were anesthetized in 0.016% w/v tricaine methane sulfonate (Tricaine, MS-222) and fin clipped. DNA was extracted and heteroduplex mobility assays were used to identify fish harboring indels successfully induced through CRISPR-Cas9. The fish demonstrating the highest degree of heteroduplex formation were then outcrossed with WT EK zebrafish to generate F_1_ founders.

### F_1_ founder selection

When potential F_1_ founders reached 3–4 months of age, they were anesthetized and fin clipped, and DNA was extracted and amplified from fin clips as previously done for the F_0_ generation. PCR products and forward primers for each reaction were sent to Azenta Life Sciences (South Plainfield, NJ) for Sanger Sequencing. Five F_1_ founders (4 female, 1 male) with a 13 bp insertion and 4 bp deletion in exon 1 along with a 7 bp deletion in exon 2 were selected to propagate the main mutant line described in this study. Additional founders with only the exon 1 mutations or only the exon 2 mutations were identified and later used to corroborate loss of pomgnt2 function. F_1_ founders were then outcrossed again to WT EK fish to further propagate the line.

### Genotyping of the *pomgnt2* line

Following the identification of the primary set of F_1_ founder mutations, we used several validated methods to genotype the fish for experiments. For the HetxHet crosses, DNA was extracted and amplified exactly as done for the F_0_ and F_1_ generation. Following PCR amplification, 10 µl of PCR product was digested at 37°C for 1–2 hours to overnight with 1U SnaBI restriction enzyme, which recognizes the sequence that is deleted in exon 2 (New England Biolabs) in a 25 µl reaction. Digestion was then stopped by incubating the samples at 4°C. Each sample was run on a 1.5% agarose gel at 90 V for 1 hour and imaged under UV light to visualize banding pattern. Random samples were also periodically spot checked via Sanger Sequencing using amplicons of both the exon 1 and 2 mutations to further ensure genotyping accuracy. Genotyping was also performed through quantitative allele-specific PCR with custom designed Affinity Plus qPCR probes and primers from Integrated DNA Technologies (Coralville, IA) on a QuantStudio 6 qPCR system (Applied Biosystems) for 40 cycles with an annealing temperature of 62°C. Due to differences in WT and mutant probe efficiency, qPCR-based genotyping reactions were often run with a second reaction containing only the WT probe, along with multiple controls genotyped through alternate methods (i.e., restriction digest or Sanger sequencing) to ensure genotypic accuracy.

### Survival and morphological analysis

Progeny of Heterozygous (HetxHet) crosses were placed on system at 5 dpf ungenotyped with reduced water flow as close to maximum allowable stocking densities as possible (5–30 dpf: 14/L; > 30 dpf: 4/L) to induce competition for food. The same process was performed for KOxHet survival and morphological analyses with a slightly reduced initial stocking density to accommodate smaller clutches generated from KO females (11–13/L). At regularly schedule intervals of 1 month, 3 months, and 5 months for HetxHet crosses and 7, 10, 14, and 28 days for KOxHet crosses, the animals were removed from the system, imaged to obtain body length measurements, and either fin clipped and returned to the system for breeding and other experimental purposes, or sacrificed for other experimental purposes. At timepoints of 1 month of less, the juveniles were imaged in 3% methylcellulose with a M165 FC stereo microscope and LAS Software v4.21 (Leica Microsystems). At 3 and 5 months, the fish were imaged with a handheld camera to obtain body length measurements. Body length measurements were taken from the mouth to the base of the tail fin in ImageJ with the researcher masked to genotype.

### RNA isolation

Total RNA was extracted with RNAzol RT RNA Isolation reagent as follows: Each sample was homogenized with 500 µl of RNAzol. 200 µl of nuclease free water was added to each sample, which was then mixed vigorously for 15 seconds and incubated at room temperature for 15 minutes. The samples were then centrifuged at 12,000 x g for 15 minutes at 4°C. 600 µl of supernatant was then removed and added to a fresh 1.5 ml Eppendorf tube with 600 µl of 100% isopropanol and mixed by inverting. Samples were then incubated at -80°C for 30 minutes, then at room temperature for 15 minutes, and then centrifuged at 12,000 x g for 10 minutes at 4°C. The supernatant was then removed, and the pellet was washed with 1 ml of 75% ethanol and centrifuged at 8,000 x g for 3 minutes at 4°C. The supernatant was removed, and the pellet was washed in 100 µl of 75% ethanol 3–4 more times with centrifuging in between. The pellet was then dried on a heat block at 50°C, resuspended in nuclease free water, and stored at -80°C for used in downstream applications.

### Quantitative reverse transcriptase PCR (qRT-PCR)

qRT-PCR was performed to evaluate *pomgnt2* gene expression across a time course in HetxHet crosses at 20, 40, 60, and 90 dpf in composite samples of genotyped heads (20, 40, and 60 dpf) or tails (90 dpf). Following RNA isolation, 1 µg of RNA was reverse transcribed using iScript Reverse Transcription (RT) Supermix (Bio-Rad) in a 20 µl reaction containing 16 µl of RNA and 4 µl of RT. cDNA was then diluted from 50 ng/µl to 20 ng/µl in nuclease free water. qPCR reactions were run using PowerUp SYBR Green Master Mix (Applied Biosystems) in triplicate 15 µl reactions with final cDNA and primer concentrations of 10 ng/ul and 400 nM, respectively, on a QuantStudio 3 qPCR system (Applied Biosystems) for 40 cycles with annealing temperatures of 56°C for the *pomgnt2* and 53°C for *rpl13α*, the endogenous control. Each experiment was run with no template controls and 1–2 no RT controls per primer pair. Each datapoint is presented as fold change (2^-ΔΔCT^) compared to the average of the WT samples.

### Western blotting and WGA enrichment

The western blotting procedure used in this study was previously described by Karas et al. [36]. Western blotting was performed on composite samples of 7–10 30 dpf fish using wheat germ agglutinin (WGA) enrichment of glycoproteins. Composite samples were lysed in 100 µl of buffer made in-house (50 mM Tris pH 8, 100 mM NaCl, 1 mM PMSF, 1 mM Na Orthovanadate, 1% Triton-X 100), centrifuged at 4°C for 30 minutes, sonicated 3 times for 5 minutes, and treated with 2 µl DNase I (New England Biolabs). Protein concentration in each lysate was quantified using a BCA Protein Assay kit (G-Biosciences). 500 µg of protein was diluted in 200 µl of lectin binding buffer (20 mM Tris pH 8, 1 mM MnCl_2_ and 1 mM CaCl_2_), added to 50 µl of WGA agarose-bound beads (Vector Laboratories), and incubated overnight, rocking at 4°C. The following morning, the samples were centrifuged at 15,000 x g for 2 minutes to remove the supernatant, and the bead-bound glycoproteins were eluted with 30 µl of 4X Laemmli buffer (Bio-Rad). Glycoproteins were separated on a 4–12% Bis-Tris Protein SDS-PAGE gel (Life Technologies) run at 55 V for 10 minutes, then 120 V for 70 minutes, in 1X Invitrogen NuPAGE MOPS SDS Running Buffer. The gel was then incubated in transfer buffer (70% Water, 20% Methanol, 10% 1X Tris/Glycine Buffer with 0.1% SDS (Bio-Rad) for 5–10 minutes. Proteins were then transferred to a nitrocellulose membrane (Thermo Fisher) at 4°C in transfer buffer with an ice pack at 110 V for 3.5 hours. The membranes were then stained with 0.1% naphthol blue black (amido black) (Millipore Sigma) for total protein staining. Nitrocellulose membranes were blocked in 5% milk diluted in 1X TBS containing 0.1% Tween-20 (TBS-T), then probed with 1:100 anti-α-dystroglycan antibody clone IIH6C4 (Millipore Sigma) and 1:1000 anti-*β*-dystroglycan antibody (ab62373, Abcam) overnight at 4°C. The following day, the membranes were briefly rinsed in MilliQ water, probed with 1:3000 peroxidase AffiniPure donkey anti-mouse IgG and 1:20 000 peroxidase AffiniPure donkey anti-rabbit IgG (Jackson ImmunoResearch), washed in 1X TBS-0.1% Tween-20 5X for 5 minutes, and developed with chemiluminescence Pierce ECL Western Blotting Substrate on CL-XPosure Film (Thermo Fisher).

### Automated behavior tracking in larvae

Automated tracking of locomotor behavior in larvae was performed using a DanioVision Observation Chamber (Noldus Information Technology, Wageningen) and EthoVision XT Video Tracking software at 30 frames per second. All experiments were done in a randomized, ungenotyped manner. At 5 dpf, larvae were placed in a 96 well polystyrene cell culture plate in equal water volumes and placed in the observation chamber for a total of one hour: the first 30 minutes for habituation, and the last 30 minutes for tracking. At 7, 10, and 14 dpf, larvae were placed in a 24 well polystyrene cell culture plate to increase the total area for movement. These experiments were performed in the same manner, but with 20 minutes of habituation and 20 minutes of tracking. The observation chamber was always held at a constant 28.5°C and experiments always began at the same time each day to minimize variability.

### Behavior tracking in adult fish

Adult WT and ZKO fish were evaluated for locomotor function at approximately one year of age. Each fish had been genotyped prior to the experiment, which occurred over the course of four days, evaluating one fish at a time in alternating WT-ZKO order whenever possible. The experiments always began at the same time each day to minimize variability between experiment days. Each fish was placed in an arena of 60 cm in diameter held at approximately 26°C ± 1.5. The fish were habituated for 5 minutes, followed by 10 minutes of recording using a GS3-U3-41C6NIR-C 1“ FLIR Grasshopper video camera at 30 frames per second. Swimming trajectories were extracted from the video data using ZebraZoom software [70].

### Cryosectioning and fluorescent immunohistochemistry

All fish, larvae, juvenile, or adult, were fixed in 4% paraformaldehyde (PFA) overnight at 4°C. The fish were in 1X PBS 3 times for 5 minutes to remove any residual PFA. The fish were then transferred to 15% sucrose with 0.2% sodium azide in 1X PBS for 1–2 days, followed by 30% sucrose with 0.2% sodium azide in 1X PBS for 1–2 days, and then frozen in isopentane on dry ice in Tissue Freezing Medium (Ted Pella Inc) and stored at -80°C. Fixed tissue from adult fish was also decalcified for 1–2 hours in Cal-Ex (Fisher Scientific) and washed in 1X PBS 3 times for 5 minutes before beginning cryoprotection in sucrose. Cryosectioning was performed on a Leica CM1850 UV Cryostat (Leica Microsystems) generating 12 µm transverse sections of the eyes and brain in larvae and 16 µm transverse sections of muscle in adults. The sections were dried on a slide warmer and either stained immediately or stored at -20°C until staining.

For transverse sections of adult muscle, sections were outlined, blocked in 10% normal goat serum (NGS) containing 1% Triton X 100 and 2% Tween-20 in a humidified slide box at room temperature for 1 hour. Next, the sections were incubated in primary antibody diluted in 1% NGS containing 1% Triton X 100 and 2% Tween-20 overnight at 4°C. The primary antibodies used in these experiments were 1:50 anti-laminin L9393 (Millipore Sigma) and 1:50 anti-DAG1 antibody clone IIH6C4 (Abcam). The following day, the sections were washed in 1X PBS 3 times for 5 minutes and incubated in secondary antibody diluted in 1% NGS containing 1% Triton X 100 and 2% Tween-20 at room temperature for one hour. Alexa Fluor goat anti-rabbit and goat anti-mouse secondaries (Thermo Fisher) were used in these experiments at 1:250 concentration. Sections were then counterstained in 1X DAPI or Hoechst for 10 minutes, coverslipped with VWR micro cover glasses in Prolong Gold Antifade Mountant (Thermo Fisher) and cured for at least 24 hours before imaging.

For transverse sections of the eyes and brain in larvae, this process was repeated with the following modifications: blocking was performed in 10% NGS with 1% Triton X 100, primary and secondary antibodies were diluted in 1% NGS with 0.1% Triton X 100, and counterstaining in 1X DAPI was done for 1 hour. The primary antibodies used in these experiments were 1:200 anti-synaptophysin (Abcam), 1:200 zpr1 (ZIRC), and 1:100 zn-8 (Developmental Studies Hybridoma Bank). The secondary antibodies and dilutions were unchanged. All cryosections were imaged on a Zeiss LSM800 confocal microscope with Zeiss Zen imaging software. Objectives used were all Zeiss Plan-APOCHROMAT: air immersion 10X (NA = 0.45) and 20X (NA = 0.8), and oil-immersion 40X (NA = 1.4) and 63X (NA = 1.4).

### Whole mount fluorescent immunohistochemistry

The protocol for whole mount staining was adapted from Bailey et al. [71]. Fluorescent immunohistochemistry to analyze muscle in larvae was performed through a whole mount staining protocol adapted from Bailey et al. Zebrafish fixed overnight in 4% PFA at 4°C. The following day, they were rinsed 3 times for 10 minutes in 1X PBS-0.1% Tween 20 (PBS-T), followed by permeabilization in 1 mg/ml collagenase D (Sigma) for 1.5 hours at room temperature. The fish were then washed 3 times for 10 minutes in PBS-T. For experiments using Alexa Fluor Phalloidin 546 (Thermo Fisher) and/or Alexa Fluor 488 α-bungarotoxin conjugate (Invitrogen), these steps were performed at this stage at 1:20 and 1:500 dilutions, respectively, for 2 hours at room temperature, followed by additional washes in PBS-T. The fish were then blocked overnight in antibody blocking solution (Ab block) made in-house (5% BSA, 1% DMSO, 1% Triton-X-100, 0.2% saponin in 1X PBS) at 4°C. The following day, the fish were moved to primary antibody diluted in Ab block. The primary antibodies used in these experiments were 1:50 anti-DAG1 antibody clone IIH6C4 (ab234587, Abcam), 1:50 anti-laminin L9393 (Millipore Sigma), 1:25 F59 (ZIRC), and 1:10 anti-SV2 (Developmental Studies Hybridoma Bank). Primary antibody incubations were performed overnight at 4°C. The following day, the fish were then washed out of primary in PBS-T 3 times for 10 minutes each and moved to secondary antibody diluted in Ab block. 1:250 Alexa Fluor goat anti-mouse and goat anti-rabbit secondaries (Thermo Fisher) were used for these experiments. The following day, the fish were washed out of secondary in PBS-T, mounted in 1% low melt agarose, and imaged on a Zeiss LSM800 confocal microscope with Zeiss Zen imaging software.

### RNA-sequencing and analysis

RNA sequencing was performed by Novogene Corporation (Sacramento, CA) on RNA extracted from composite samples of 4–6 whole larvae at 5 and 10 dpf. At 4 dpf, DNA was extracted from live progeny of HetxHet and KOxHet crosses using a Zebrafish Embryonic Genotyper (ZEG) Microfluidic system (wFluidx Inc) and genotyped directly using our custom qPCR assay. At 5 dpf, the fish were sorted by genotype, euthanized in Tricaine, and snap frozen in liquid nitrogen. Fish used for the 10 dpf experiment were housed on system separated by genotype until this timepoint. Total RNA was extracted using RNAzol RT RNA Isolation reagent as described in the **RNA isolation** section and shipped overnight on dry ice for sequencing. In addition, leftover RNA from the composite samples was reverse transcribed using iScript Reverse Transcription Supermix (Bio-Rad) as described in the “Quantitative reverse transcriptase PCR (qRT-PCR)” section and genotyped again using our Affinity Plus qPCR probes to ensure all fish were sorted correctly.

143.6 Gb of raw data were delivered as fastq files with an average of 44.5 million raw reads for the 5 dpf experiment and 48.4 million reads for the 10 dpf experiment, which were uploaded to Amarel, the high-performance computing cluster of Rutgers University. Quality control was performed in house using FastQC [72]. Following FASTQC warnings in Per Base Sequence Content, the first 10 bp of each read was trimmed to remove residual adapter sequence bias and reads with Phred scores <20 were filtered out before alignment. Filtered sequencing reads were aligned to the GRCz11 (danRer11) genome build with HISAT2 [73] followed by sorting and indexing through Samtools [74], each of which were performed using default settings. Filtered sequencing reads were aligned to the GRCz11 (danRer11) genome build with HISAT2 [73] followed by sorting and indexing through Samtools [74]. Alignment statistics for each sample are detailed in S2 Table. Mapped reads were counted from sorted bam files with the featurecounts command of the Subread package in R (v4.4.1) [75] using the Lawson Lab Zebrafish Transcriptome Annotation v4.3.2 [76] as an index to improve mapping through more comprehensively defined 3’UTR annotations. Count matrices were then normalized through DESeq2 [77] and differential expression was calculated across genotypes with a adjusted p-value <0.01 and fold change >0.7 or <-0.7 to determine significance. Enrichment analysis was performed in STRING through manual curation using a combination of available databases including Gene Ontology, Zebrafish Phenotype Ontology, STRING Local Networks, COMPARTMENTS, and Pfam and Interpro Protein Domains. For raw counts and differential expression analyses, see S1 File.

### Weighted gene co-expression network analysis

Following differential expression analysis, weighted gene co-expression network analysis (WGCNA) [78,79] was performed in R (v4.4.1) on 5 dpf RNA sequencing reads in WT, Het, ZKO, MHet, and MZKO samples. This timepoint was selected to perform a direct comparison between HetxHet and KOxHet progeny at a timepoint when residual α-dystroglycan glycosylation was still present in MZKOs. The data was variance stabilized and reduced to the 95^th^ quantile leaving a total of 1818 genes remaining. Clustering was performed using Scale Free Topology Model Fit with a soft thresholding power of 12. The genes were then clustered into modules of correlated genes which were prioritized based on correlations with both the female parent’s genotype and the progeny’s genotype. Genes belonging to each module are available in S2 File. To construct the networks for each module, edge lists were generated from topological overlap matrices (TOMs) using a minimum correlation threshold of 0.4. The top 50 edges were filtered and visualized in Cytoscape [80] to identify the most centrally connected hub genes for each module.

### Analysis of glucose metabolism via qPCR arrays

Expression of 84 genes involved in glucose metabolism was performed using Qiagen RT^2^ Profiler PCR Arrays (PAZF-006Z) in the 384-well (E) configuration so that 4 independent samples can be tested in the same arrays. RNA was isolated using an RNAeasy kit (Qiagen) from pools of 10 5 dpf *pomgnt2* WT, ZKO, MHet and MZKO larvae. cDNA transcription was conducted on 400ng of mRNA per array using the RT^2^ First Strand kit (Qiagen) which also includes genome elimination. qPCR was performed on a QuantStudio 6 system (Applied Biosystems), using RT^2^ SYBR Green ROX Mastermix (Qiagen) following the manufacturer’s guidelines for array analysis. Three independent arrays were run for all four samples. Data analysis was completed online at the GeneGlobe Analysis Center (https://geneglobe.qiagen.com/us/analyze). Results were normalized using the arithmetic mean of control genes (*acta1b*, *hprt1*, *nono*, and *rpl13a*), excluding *b2m* which showed a differential expression pattern in the MHet and MZKO. Average CT values and standard deviation, and Fold Change results are available in S3 File.

### Quantitative analysis of neuromuscular junctions

Maximum intensity projections of the NMJs, marked by SV2 and α-bungarotoxin (α-BTX), were generated from z-stacks taken with 1 µm intervals at 20X magnification. Each individual slice was scanned four times and averaged. The images were processed in Fiji and imported into a custom CellProfiler [81] pipeline. 3–4 hemi-segments and myotendinous junctions (MTJs) were traced per fish. The SV2 channel was rescaled identically across all samples when analyzing muscle fibers within the hemi-segments to minimize background fluorescence, but this was not necessary when analyzing MTJs. α-BTX and SV2 puncta were detected using Otsu’s thresholding method with three classes. Pixel intensity was recorded for each puncta and averaged across each fish, and colocalization was quantified using Pearson’s correlation coefficient. All NMJ images were acquired and analyzed with the researcher masked to genotype.

### Quantitative analysis of photoreceptor synapses

Raw czi files from cryosections of the entire retina were taken at 20X magnification with identical imaging parameters. The outer plexiform layer was traced in CellProfiler from the dorsal ciliary margin to the optic nerve exit without rescaling or any other modification to the image, and average pixel intensity was obtained. The images were analyzed with the researcher masked to genotype.

## Statistical analysis

All statistical analyses, aside from RNA sequencing analyses, were performed in GraphPad Prism v.8.20 (GraphPad, San Diego, CA). Normality of each dataset was assessed using a Shapiro-Wilk test. Statistical outliers were identified and removed from quantitative data sets using the ROUT method [82]. Outlier removal did not create novel significance for any experiment. For comparisons between 2 groups of a single measure, an unpaired t-test was used, or alternatively a Mann-Whitney test for non-normal datasets. A two-way ANOVA was used for comparisons between 2 or more groups across multiple conditions (i.e., timepoint). Statistical significance was defined as a p-value <0.05 (* < 0.05; ** < 0.01; *** < 0.001). For all experiments except for survival analyses, each datapoint represents an individual fish (n). For survival analyses, each datapoint represents the percent genotype of an independent clutch of fish (N), while the total number of individual fish (n) per clutch is listed in each figure legend. All error bars represent standard error of the mean (SEM).

## Supporting information

S1 Fig Additional validation of the pomgnt2 line. **A**: Quantitative real-time PCR analysis of *pomgnt2* gene expression showing no significant differences in WTs, Hets, and ZKOs. **B**, **C**: Western blot analysis of glycoprotein enriched lysate showing that ZKOs with only the exon 1 (**B**) or exon 2 (**C**) mutations also show complete loss of α-DG glycosylation. **D**: Staining of muscle at 1 mpf with fluorescently conjugated phalloidin showing normal muscle fiber integrity in ZKOs (Scale Bar: 100 µm).
(TIF)

S2 Fig Muscle and motor phenotypes in 1 year old ZKOs. **A**: Full transverse cryosections showing complete deterioration of muscle integrity in ZKOs reflective of advanced muscle disease, in addition to disrupted laminin staining around myofibers and increased nuclear staining (DAPI) suggestive of severe fibrosis (Scale Bars: 500 µm for whole cryosection, 20 µm for zoomed-in images of muscle). **B–D**: Comprehensive analysis of swimming behavior and locomotor function showing that ZKOs have reductions in standard measures such as distance (**B**), velocity (**C**), and acceleration (**D**).
(TIF)

S3 Fig Additional assessment of locomotor function in MZKOs. **A**, **B**: Assessment of maximum velocity (**A**) and maximum acceleration (**B**) at 5 dpf showing significant reductions in the MZKOs. **C, D**: Assessment of total distance (**C**) and average velocity (**D**) showing significant reductions in the MZKOs at 7, 10, and 14 dpf.
(TIF)

S4 Fig *A*nalysis of horizontal cell processes in the outer plexiform layer (OPL) of pomgnt2 maternal mutants. Retina sections from 10 dpf *pomgnt2* MHet and MZKO fish showed no difference in calbindin immunostaining outlining horizontal cell processes and a subset of bipolar cells. (63X magnification, scale bar: 10μm).
(TIF)

S5 Fig Evaluation of genetic compensation by dystroglycan and matriglycan-modifying enzymes. **A, B**: FPKM values with unadjusted and adjusted p-values derived from RNA-seq experiments from HetxHet crosses (**A**) and KOxHet crosses (**B**).

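S5 Fig plots FPKM, read counts divided by the length of the transcript and by the size of the library. The deposited counts hold no gene lengths, so levels given for these genes are CPM, which can be compared between samples for one gene but not between genes. The unadjusted p in the figure is the one of each gene by itself, and the adjusted p takes into account how many genes were tested.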

(TIF)

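In this kind of network analysis, genes are joined by how closely their expression follows one another over the samples, the correlation is raised to a power so that weak correlations count little, and groups of densely joined genes are called modules. The grey module collects the genes that fit no other module. The level of a module in a sample is often summarized by the first principal component of its genes.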

S6 Fig Weighted gene co-expression network analysis pipeline and validation. **A**: Data set normalization through DESeq2 and reduction to include genes expressed in the 95^th^ quantile and above in all samples. **B**: Selection of soft thresholding power based on scale independence and mean connectivity. A soft thresholding value of 12 was selected. **C**: Dendrogram of gene modules derived from the reduced dataset of 1818 genes. The largest gene modules are turquoise and blue. **D**: Heat map of all gene modules identified, including those strongly correlated with maternal of zygotic genotype (green, yellow, turquoise, blue), and those that are not (brown, red, grey).
(TIF)

S7 Fig Additional characterization of the turquoise module. **A**: Enrichment of crystallin, collagen, tubulin, and intermediate filament protein domains. **B**: Expression correlation analysis of the turquoise module revealing *per1b* and *nr1d1* to be the most centrally connected hub genes.

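A hub gene is one whose connections to the other genes of its module, summed, are among the highest. By topological overlap, which also counts shared neighbours, *per1b* and *nr1d1* likewise held ranks 1 and 2 among the turquoise genes in both the unsigned and the signed network. *nr1d2b* ranked 9 and *nr1d2a* 19 by that measure in the unsigned network. All of these ranks come from the pools on which the paper built the module.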

(TIF)

S8 Fig KEGG pathway representation of glycolysis/gluconeogenesis and TCA cycle changes in MHet and MZKO. Transcripts tested in the arrays were mapped using KEGG Mapper (https://www.genome.jp/kegg/mapper/color.html) with respective KEGG identifiers and labeled in yellow when unchanged, red when increased and green when decreased. Outputs were modified by adding gene identifiers to ease identification. **A.** Glycolysis was overall reduced in MZKO with an increase in transcripts involved in gluconeogenesis. **B.** Similar changes were present in MHet with notable differences in *gck* and enolases leading to the TCA cycle. **C, D.** While the TCA cycle was affected in MZKO (**C.**), fewer changes were observed in MHet (**D.**).
(TIF)

S1 Table Chi square analysis of survival in KOxHet crosses.

S2 Table Read mapping statistics for RNA-sequencing experiments. 

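By this table, the rate of alignment was 81.95% to 91.88% in the 15 pools at 5 dpf and 86.38% to 88.28% in the 6 pools at 10 dpf, and the lowest rate was that of WT replicate 3. The deposited counts amount to 92.5% to 94% of the aligned reads at 10 dpf. At 5 dpf they amount to 78.4% to 97.9% in the 9 pools of larvae of Het females and to 92.1% to 112% in the 6 pools of larvae of ZKO females, in 5 of which they exceed the aligned reads of the table.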

(XLSX)

S1 File Raw counts and DEG lists for RNA sequencing experiments. 

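Over the 1999 genes shown in the raw count sheets as they could be read here, all 29985 counts at 5 dpf and all 11994 counts at 10 dpf were equal to the deposited counts. For the 1999 genes shown in the list of MHet and MZKO at 5 dpf and the 212 shown in the list of WT and ZKO, DESeq2's Wald test on all 21 samples in one fit gave log2 fold changes within 7.48e-06 and 5.51e-06 of those listed, and this fit was found after other fits had been tried. The log2 fold changes of edgeR on the 15 pools differed from those listed by a median of 0.00154 and 0.00449. The list of MHet and MZKO at 10 dpf was not used here.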

(XLSX)

S2 File Gene lists for WGCNA modules. 

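The green, yellow, turquoise and blue modules of these lists hold 112, 9, 2 and 515 genes that were higher by mother's genotype in edgeR. In MHet against Het, 60 of the 119 green genes were lower, with a median log2 fold change of -0.00023. The rise of the green module by mother's genotype thus lay in MZKO and was not shared by MHet. In MHet, genes stood at a median of 0.959 (green), 0.576 (yellow), 0.634 (turquoise) and 1.61 (blue) times their WT level. The edgeR DEGs by mother's genotype number 1494, of which 670 are in the 7 modules.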

(XLSX)

S3 File Data from glucose metabolism array.

## References

[1] RoufMA, WenL, MahendraY, WangJ, ZhangK, LiangS, et al. The recent advances and future perspectives of genetic compensation studies in the zebrafish model. Genes Dis. 2022;10(2):468–79. doi: 10.1016/j.gendis.2021.12.003 37223518 PMC10201552

[2] GlasauerSMK, NeuhaussSCF. Whole-genome duplication in teleost fishes and its evolutionary consequences. Mol Genet Genomics. 2014;289(6):1045–60. doi: 10.1007/s00438-014-0889-2 25092473

[3] HoweK, ClarkMD, TorrojaCF, TorranceJ, BerthelotC, MuffatoM, et al. The zebrafish reference genome sequence and its relationship to the human genome. Nature. 2013;496(7446):498–503. doi: 10.1038/nature12111 23594743 PMC3703927

[4] Cardenas-RodriguezM, Austin-TseC, BergboerJGM, MolinariE, SuganoY, Bachmann-GagescuR, et al. Genetic compensation for cilia defects in cep290 mutants by upregulation of cilia-associated small GTPases. J Cell Sci. 2021;134(14):jcs258568. doi: 10.1242/jcs.258568 34155518 PMC8325957

[5] NordH, KahsayA, DennhagN, Pedrosa DomellöfF, von HofstenJ. Genetic compensation between Pax3 and Pax7 in zebrafish appendicular muscle formation. Dev Dyn. 2022;251(9):1423–38. doi: 10.1002/dvdy.415 34435397

[6] KokFO, ShinM, NiC-W, GuptaA, GrosseAS, van ImpelA, et al. Reverse genetic screening reveals poor correlation between morpholino-induced and mutant phenotypes in zebrafish. Dev Cell. 2015;32(1):97–108. doi: 10.1016/j.devcel.2014.11.018 25533206 PMC4487878

[7] KarakasB, WeeraratnaAT, AbukhdeirAM, KonishiH, GustinJP, VitoloMI, et al. P21 gene knock down does not identify genetic effectors seen with gene knock out. Cancer Biol Ther. 2007;6(7):1025–30. doi: 10.4161/cbt.6.7.4202 17611398 PMC2667557

[8] MorenoRL, WilliamsK, JonesKL, RiberaAB. Investigation of Islet2a function in zebrafish embryos: Mutants and morphants differ in morphologic phenotypes and gene expression. PLoS One. 2018;13(6):e0199233. doi: 10.1371/journal.pone.0199233 29927984 PMC6013100

[9] RossiA, KontarakisZ, GerriC, NolteH, HölperS, KrügerM, et al. Genetic compensation induced by deleterious mutations but not gene knockdowns. Nature. 2015;524(7564):230–3. doi: 10.1038/nature14580 26168398

[10] AanesH, WinataCL, LinCH, ChenJP, SrinivasanKG, LeeSGP, et al. Zebrafish mRNA sequencing deciphers novelties in transcriptome dynamics during maternal to zygotic transition. Genome Res. 2011;21(8):1328–38. doi: 10.1101/gr.116012.110 21555364 PMC3149499

[11] LeeMT, BonneauAR, GiraldezAJ. Zygotic genome activation during the maternal-to-zygotic transition. Annu Rev Cell Dev Biol. 2014;30:581–613. doi: 10.1146/annurev-cellbio-100913-013027 25150012 PMC4303375

[12] WagnerDS, DoschR, MintzerKA, WiemeltAP, MullinsMC. Maternal control of development at the midblastula transition and beyond: mutants from the zebrafish II. Dev Cell. 2004;6(6):781–90. doi: 10.1016/j.devcel.2004.04.001 15177027

[13] DoschR, WagnerDS, MintzerKA, RunkeG, WiemeltAP, MullinsMC. Maternal control of vertebrate development before the midblastula transition: mutants from the zebrafish I. Dev Cell. 2004;6(6):771–80. doi: 10.1016/j.devcel.2004.05.002 15177026

[14] PelegriF, DekensMPS, Schulte-MerkerS, MaischeinH-M, WeilerC, Nüsslein-VolhardC. Identification of recessive maternal-effect mutations in the zebrafish using a gynogenesis-based method. Dev Dyn. 2004;231(2):324–35. doi: 10.1002/dvdy.20145 15366009

[15] SunY, KumarSR, WongCED, TianZ, BaiH, CrumpJG, et al. Craniofacial and cardiac defects in chd7 zebrafish mutants mimic CHARGE syndrome. Front Cell Dev Biol. 2022;10:1030587. doi: 10.3389/fcell.2022.1030587 36568983 PMC9768498

[16] HayesM, GaoX, YuLX, PariaN, HenkelmanRM, WiseCA, et al. ptk7 mutant zebrafish models of congenital and idiopathic scoliosis implicate dysregulated Wnt signalling in disease. Nat Commun. 2014;5:4777. doi: 10.1038/ncomms5777 25182715 PMC4155517

[17] HalmoSM, SinghD, PatelS, WangS, EdlinM, BoonsGJ. Protein O-Linked Mannose β-1,4-N-Acetylglucosaminyl-Transferase 2 (POMGNT2) Is a Gatekeeper Enzyme for Functional Glycosylation of α-Dystroglycan. J Biol Chem. 2017;292(6):2101–9.27932460 10.1074/jbc.M116.764712PMC5313085

[18] Yoshida-MoriguchiT, WillerT, AndersonME, VenzkeD, WhyteT, MuntoniF, et al. SGK196 is a glycosylation-specific O-mannose kinase required for dystroglycan function. Science. 2013;341(6148):896–9. doi: 10.1126/science.1239951 23929950 PMC3848040

[19] KanagawaM. Dystroglycanopathy: from elucidation of molecular and pathological mechanisms to development of treatment methods. Int J Mol Sci. 2021;22(23).10.3390/ijms222313162PMC865860334884967

[20] Yoshida-MoriguchiT, CampbellKP. Matriglycan: a novel polysaccharide that links dystroglycan to the basement membrane. Glycobiology. 2015;25(7):702–13. doi: 10.1093/glycob/cwv021 25882296 PMC4453867

[21] OgawaM, NakamuraN, NakayamaY, KurosakaA, ManyaH, KanagawaM, et al. GTDC2 modifies O-mannosylated α-dystroglycan in the endoplasmic reticulum to generate N-acetyl glucosamine epitopes reactive with CTD110.6 antibody. Biochem Biophys Res Commun. 2013;440(1):88–93. doi: 10.1016/j.bbrc.2013.09.022 24041696

[22] ManziniMC, GleasonD, ChangBS, HillRS, BarryBJ, PartlowJN, et al. Ethnically diverse causes of Walker-Warburg syndrome (WWS): FCMD mutations are a more common cause of WWS outside of the Middle East. Hum Mutat. 2008;29(11):E231-41. doi: 10.1002/humu.20844 18752264 PMC2577713

[23] ManziniMC, TambunanDE, HillRS, YuTW, MaynardTM, HeinzenEL, et al. Exome sequencing and functional validation in zebrafish identify GTDC2 mutations as a cause of Walker-Warburg syndrome. Am J Hum Genet. 2012;91(3):541–7. doi: 10.1016/j.ajhg.2012.07.009 22958903 PMC3512000

[24] Beltrán-Valero de BernabéD, CurrierS, SteinbrecherA, CelliJ, van BeusekomE, van der ZwaagB, et al. Mutations in the O-mannosyltransferase gene POMT1 give rise to the severe neuronal migration disorder Walker-Warburg syndrome. Am J Hum Genet. 2002;71(5):1033–43. doi: 10.1086/342975 12369018 PMC419999

[25] WilliamsonRA, HenryMD, DanielsKJ, HrstkaRF, LeeJC, SunadaY, et al. Dystroglycan is essential for early embryonic development: disruption of Reichert’s membrane in Dag1-null mice. Hum Mol Genet. 1997;6(6):831–41. doi: 10.1093/hmg/6.6.831 9175728

[26] WillerT, PradosB, Falcón-PérezJM, Renner-MüllerI, PrzemeckGKH, LommelM, et al. Targeted disruption of the Walker-Warburg syndrome gene Pomt1 in mouse results in embryonic lethality. Proc Natl Acad Sci U S A. 2004;101(39):14126–31. doi: 10.1073/pnas.0405899101 15383666 PMC521095

[27] HuH, LiJ, GagenCS, GrayNW, ZhangZ, QiY, et al. Conditional knockout of protein O-mannosyltransferase 2 reveals tissue-specific roles of O-mannosyl glycosylation in brain development. J Comp Neurol. 2011;519(7):1320–37. doi: 10.1002/cne.22572 21452199 PMC3634366

[28] ChanYM, Keramaris-VrantsisE, LidovHG, NortonJH, ZinchenkoN, GruberHE, et al. Fukutin-related protein is essential for mouse muscle, brain and eye development and mutation recapitulates the wide clinical spectrums of dystroglycanopathies. Hum Mol Genet. 2010;19(20):3995–4006. doi: 10.1093/hmg/ddq314 20675713

[29] KurahashiH, TaniguchiM, MenoC, TaniguchiY, TakedaS, HorieM, et al. Basement membrane fragility underlies embryonic lethality in fukutin-null mice. Neurobiol Dis. 2005;19(1–2):208–17. doi: 10.1016/j.nbd.2004.12.018 15837576

[30] YagiH, NakagawaN, SaitoT, KiyonariH, AbeT, TodaT, et al. AGO61-dependent GlcNAc modification primes the formation of functional glycans on α-dystroglycan. Sci Rep. 2013;3:3288. doi: 10.1038/srep03288 24256719 PMC3836086

[31] NakagawaN, YagiH, KatoK, TakematsuH, OkaS. Ectopic clustering of Cajal-Retzius and subplate cells is an initial pathological feature in Pomgnt2-knockout mice, a model of dystroglycanopathy. Sci Rep. 2015;5:11163. doi: 10.1038/srep11163 26060116 PMC4461912

[32] GuptaV, KawaharaG, GundrySR, ChenAT, LencerWI, ZhouY, et al. The zebrafish dag1 mutant: a novel genetic model for dystroglycanopathies. Hum Mol Genet. 2011;20(9):1712–25. doi: 10.1093/hmg/ddr047 21296866 PMC3071669

[33] SerafiniPR, FeyderMJ, HightowerRM, Garcia-PerezD, VieiraNM, LekA, et al. A limb-girdle muscular dystrophy 2I model of muscular dystrophy identifies corrective drug compounds for dystroglycanopathies. JCI Insight. 2018;3(18):e120493. doi: 10.1172/jci.insight.120493 30232282 PMC6237228

[34] LiuY, YuM, ShangX, NguyenMHH, BalakrishnanS, SagerR, et al. Eyes shut homolog (EYS) interacts with matriglycan of O-mannosyl glycans whose deficiency results in EYS mislocalization and degeneration of photoreceptors. Sci Rep. 2020;10(1):7795. doi: 10.1038/s41598-020-64752-4 32385361 PMC7210881

[35] LiuY, RittershausJM, YuM, SagerR, HuH. Deletion of POMT2 in zebrafish causes degeneration of photoreceptors. Int J Mol Sci. 2022;23(23).10.3390/ijms232314809PMC973868836499139

[36] KarasBF, TerezKR, MowlaS, BattulaN, FlanneryKP, GuralBM. Removal of pomt1 in zebrafish leads to loss of α-dystroglycan glycosylation and dystroglycanopathy phenotypes. Hum Mol Genet. 2024.10.1093/hmg/ddae006PMC1100066438272461

[37] WhiteRJ, CollinsJE, SealyIM, WaliN, DooleyCM, DigbyZ, et al. A high-resolution mRNA expression time course of embryonic development in zebrafish. Elife. 2017;6:e30860. doi: 10.7554/eLife.30860 29144233 PMC5690287

[38] BassettDI, Bryson-RichardsonRJ, DaggettDF, GautierP, KeenanDG, CurriePD. Dystrophin is required for the formation of stable muscle attachments in the zebrafish embryo. Development. 2003;130(23):5851–60. doi: 10.1242/dev.00799 14573513

[39] HallTE, Bryson-RichardsonRJ, BergerS, JacobyAS, ColeNJ, HollwayGE, et al. The zebrafish candyfloss mutant implicates extracellular matrix adhesion failure in laminin alpha2-deficient congenital muscular dystrophy. Proc Natl Acad Sci U S A. 2007;104(17):7092–7. doi: 10.1073/pnas.0700942104 17438294 PMC1855385

[40] FallonJR, HallZW. Building synapses: agrin and dystroglycan stick together. Trends Neurosci. 1994;17(11):469–73. doi: 10.1016/0166-2236(94)90135-x 7531888

[41] GeeSH, MontanaroF, LindenbaumMH, CarbonettoS. Dystroglycan-alpha, a dystrophin-associated glycoprotein, is a functional agrin receptor. Cell. 1994;77(5):675–86. doi: 10.1016/0092-8674(94)90052-3 8205617

[42] HopfC, HochW. Agrin binding to alpha-dystroglycan. Domains of agrin necessary to induce acetylcholine receptor clustering are overlapping but not identical to the alpha-dystroglycan-binding region. J Biol Chem. 1996;271(9):5231–6. doi: 10.1074/jbc.271.9.5231 8617807

[43] WrightKM, LyonKA, LeungH, LeahyDJ, MaL, GintyDD. Dystroglycan organizes axon guidance cue localization and axonal pathfinding. Neuron. 2012;76(5):931–44. doi: 10.1016/j.neuron.2012.10.009 23217742 PMC3526105

[44] LindenmaierLB, ParmentierN, GuoC, TissirF, WrightKM. Dystroglycan is a scaffold for extracellular axon guidance decisions. Elife. 2019;8:e42143. doi: 10.7554/eLife.42143 30758284 PMC6395066

[45] DavisonC, ZolessiFR. Slit2 is necessary for optic axon organization in the zebrafish ventral midline. Cells Dev. 2021;166:203677. doi: 10.1016/j.cdev.2021.203677 33994352

[46] MoriseJ, TakematsuH, OkaS. The role of human natural killer-1 (HNK-1) carbohydrate in neuronal plasticity and disease. Biochim Biophys Acta Gen Subj. 2017;1861(10):2455–61. doi: 10.1016/j.bbagen.2017.06.025 28709864

[47] OsbornDPS, PondHL, MazaheriN, DejardinJ, MunnCJ, MushrefK, et al. Mutations in INPP5K Cause a Form of Congenital Muscular Dystrophy Overlapping Marinesco-Sjögren Syndrome and Dystroglycanopathy. Am J Hum Genet. 2017;100(3):537–45. doi: 10.1016/j.ajhg.2017.01.019 28190459 PMC5339112

[48] OgawaM, SawaguchiS, FurukawaK, OkajimaT. N-acetylglucosamine modification in the lumen of the endoplasmic reticulum. Biochim Biophys Acta. 2015;1850(6):1319–24. doi: 10.1016/j.bbagen.2015.03.003 25791024

[49] KarasBF, TerezKR, BattulaN, GuralBM, FlanneryKP, AbousslemanG. Removal of pomt1 in zebrafish leads to loss of α-dystroglycan glycosylation and dystroglycanopathy phenotypes. bioRxiv. 2022. doi: 2022.10.15.51235910.1093/hmg/ddae006PMC1100066438272461

[50] NovakJS, SpathisR, DangUJ, FiorilloAA, HindupurR, TullyCB, et al. Interrogation of Dystrophin and Dystroglycan Complex Protein Turnover After Exon Skipping Therapy. J Neuromuscul Dis. 2021;8(s2):S383–402. doi: 10.3233/JND-210696 34569969 PMC8673539

[51] BoonK-L, XiaoS, McWhorterML, DonnT, Wolf-SaxonE, BohnsackMT, et al. Zebrafish survival motor neuron mutants exhibit presynaptic neuromuscular junction defects. Hum Mol Genet. 2009;18(19):3615–25. doi: 10.1093/hmg/ddp310 19592581 PMC2742401

[52] WangY, ZhaiY, ZhangM, SongC, ZhangY, ZhangG. Escaping from CRISPR-Cas-mediated knockout: the facts, mechanisms, and applications. Cell Mol Biol Lett. 2024;29(1):48. doi: 10.1186/s11658-024-00565-x 38589794 PMC11003099

[53] StainierDYR, RazE, LawsonND, EkkerSC, BurdineRD, EisenJS, et al. Guidelines for morpholino use in zebrafish. PLoS Genet. 2017;13(10):e1007000. doi: 10.1371/journal.pgen.1007000 29049395 PMC5648102

[54] HallTE, WoodAJ, EhrlichO, LiM, SonntagCS, ColeNJ, et al. Cellular rescue in a zebrafish model of congenital muscular dystrophy type 1A. NPJ Regen Med. 2019;4:21. doi: 10.1038/s41536-019-0084-5 31754462 PMC6858319

[55] SunZ, WangX, WhiteZ, DormuthC, MoralesF, BernatchezP. Dyslipidemia in Muscular Dystrophy: A Systematic Review and Meta-Analysis. J Neuromuscul Dis. 2023;10(4):505–16. doi: 10.3233/JND-230064 37182897 PMC10357159

[56] Di MauroS, TrevisanC, HaysA. Disorders of lipid metabolism in muscle. Muscle Nerve. 1980;3(5):369–88. doi: 10.1002/mus.880030502 7421873

[57] Saini-ChohanHK, MitchellRW, VazFM, ZelinskiT, HatchGM. Delineating the role of alterations in lipid metabolism to the pathogenesis of inherited skeletal and cardiac muscle disorders: Thematic Review Series: Genetics of Human Lipid Diseases. J Lipid Res. 2012;53(1):4–27. doi: 10.1194/jlr.R012120 22065858 PMC3243479

[58] AmorF, Vu HongA, CorreG, SansonM, SuelL, BlaieS, et al. Cholesterol metabolism is a potential therapeutic target in Duchenne muscular dystrophy. J Cachexia Sarcopenia Muscle. 2021;12(3):677–93. doi: 10.1002/jcsm.12708 34037326 PMC8200436

[59] SrivastavaNK, YadavR, MukherjeeS, PalL, SinhaN. Abnormal lipid metabolism in skeletal muscle tissue of patients with muscular dystrophy: In vitro, high-resolution NMR spectroscopy based observation in early phase of the disease. Magn Reson Imaging. 2017;38:163–73. doi: 10.1016/j.mri.2017.01.001 28069416

[60] DabajI, FereyJ, MarguetF, GilardV, BassetC, BahriY, et al. Muscle metabolic remodelling patterns in Duchenne muscular dystrophy revealed by ultra-high-resolution mass spectrometry imaging. Sci Rep. 2021;11(1):1906. doi: 10.1038/s41598-021-81090-1 33479270 PMC7819988

[61] VannoyCH, LeroyV, BroniowskaK, LuQL. Metabolomics Analysis of Skeletal Muscles from FKRP-Deficient Mice Indicates Improvement After Gene Replacement Therapy. Sci Rep. 2019;9(1):10070. doi: 10.1038/s41598-019-46431-1 31296900 PMC6624266

[62] NowakW, KowalikI, StępińskaJ. “Evaluation of beta-2-microglobulin and neuron-specific enolase as prognostic factors in patients over 65 years of age with frailty syndrome hospitalized for acute coronary syndrome”. Coron Artery Dis. 2024;35(5):353–9. doi: 10.1097/MCA.0000000000001343 38411209

[63] CerezoI, CanchoB, Rodriguez SabillonJA, JorgeA, Alvarez LopezA, ValladaresJ, et al. Comparative Prognostic Value of Glomerular Filtration Rate, Serum Cystatin C, Beta-2-Microglobulin and Albuminuria for Death and Chronic Kidney Disease Progression. J Clin Lab Anal. 2025;39(2):e25139. doi: 10.1002/jcla.25139 39713962 PMC11776497

[64] WeiS, ParkSJ, ChoiE, JangIY, ZhangY, XueY, et al. Detrimental effects of β2-microglobulin on muscle metabolism: evidence from in vitro, animal and human research. J Cachexia Sarcopenia Muscle. 2025;16(2):e13745.10.1002/jcsm.13745PMC1187354040026116

[65] LiF, LiX, NiuT, LiX, GuanL, WangZ, et al. A development and validation of predictive model based on novel immune-related gene-based subtypes for the risk assessment of cutaneous melanoma. Transl Cancer Res. 2025;14(8):5155–65. doi: 10.21037/tcr-2025-954 40950670 PMC12432783

[66] SantKE, Timme-LaragyAR. Zebrafish as a Model for Toxicological Perturbation of Yolk and Nutrition in the Early Embryo. Curr Environ Health Rep. 2018;5(1):125–33. doi: 10.1007/s40572-018-0183-2 29417450 PMC5876134

[67] MiyaresRL, de RezendeVB, FarberSA. Zebrafish yolk lipid processing: a tractable tool for the study of vertebrate lipid transport and metabolism. Dis Model Mech. 2014;7(7):915–27. doi: 10.1242/dmm.015800 24812437 PMC4073280

[68] ViroteBdCR, MoreiraAMS, Silva SouzaJGd, CastroTFD, MeloN, CarneiroWF, et al. Obesity induction in adult zebrafish leads to negative reproduction and offspring effects. Reproduction. 2020;160(6):833–42. doi: 10.1530/REP-20-0119 33112763

[69] InoueY, FukushimaM, HirasawaG, FurukawaF, TakedaH, UmataniC. Maternal high-fat diet affects the contents of eggs and causes abnormal development in the medaka fish. Endocrinology. 2024;165(3).10.1210/endocr/bqae00638279936

[70] MiratO, SternbergJR, SeveriKE, WyartC. ZebraZoom: an automated program for high-throughput behavioral analysis and categorization. Front Neural Circuits. 2013;7:107. doi: 10.3389/fncir.2013.00107 23781175 PMC3679480

[71] BaileyEC, AlrowaishedSS, KilroyEA, CrooksES, DrinkertDM, KarunasiriCM, et al. NAD+ improves neuromuscular development in a zebrafish model of FKRP-associated dystroglycanopathy. Skelet Muscle. 2019;9(1):21. doi: 10.1186/s13395-019-0206-1 31391079 PMC6685180

[72] AndrewsS. FastQC: A Quality Control Tool for High Throughput Sequence Data. 2010 Available from: Https://Www.Bioinformatics.Babraham.Ac.Uk/Projects/Fastqc/

[73] KimD, LangmeadB, SalzbergSL. HISAT: a fast spliced aligner with low memory requirements. Nat Methods. 2015;12(4):357–60. doi: 10.1038/nmeth.3317 25751142 PMC4655817

[74] LiH, HandsakerB, WysokerA, FennellT, RuanJ, HomerN, et al. The Sequence Alignment/Map format and SAMtools. Bioinformatics. 2009;25(16):2078–9. doi: 10.1093/bioinformatics/btp352 19505943 PMC2723002

[75] LiaoY, SmythGK, ShiW. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. 2014;30(7):923–30. doi: 10.1093/bioinformatics/btt656 24227677

[76] LawsonND, LiR, ShinM, GrosseA, YukselenO, StoneOA, et al. An improved zebrafish transcriptome annotation for sensitive and comprehensive detection of cell type-specific genes. Elife. 2020;9:e55792. doi: 10.7554/eLife.55792 32831172 PMC7486121

[77] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550. doi: 10.1186/s13059-014-0550-8 25516281 PMC4302049

[78] LangfelderP, HorvathS. WGCNA: an R package for weighted correlation network analysis. BMC Bioinformatics. 2008;9:559. doi: 10.1186/1471-2105-9-559 19114008 PMC2631488

[79] ZhangB, HorvathS. A general framework for weighted gene co-expression network analysis. Stat Appl Genet Mol Biol. 2005;4:Article17. doi: 10.2202/1544-6115.1128 16646834

[80] ShannonP, MarkielA, OzierO, BaligaNS, WangJT, RamageD, et al. Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res. 2003;13(11):2498–504. doi: 10.1101/gr.1239303 14597658 PMC403769

[81] LamprechtMR, SabatiniDM, CarpenterAE. CellProfiler: free, versatile software for automated biological image analysis. Biotechniques. 2007;42(1):71–5. doi: 10.2144/000112257 17269487

[82] MotulskyHJ, BrownRE. Detecting outliers when fitting data with nonlinear regression - a new method based on robust nonlinear regression and the false discovery rate. BMC Bioinformatics. 2006;7:123. doi: 10.1186/1471-2105-7-123 16526949 PMC1472692

How the deposited data were processed for this re-analysis (not part of the article)

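RNA from pools of 4 to 6 whole larvae was sequenced in 21 samples, 3 pools in each of 7 groups: WT, Het, ZKO, MHet and MZKO at 5 dpf, and MHet and MZKO at 10 dpf. The authors trimmed and filtered the reads, aligned them to GRCz11 with HISAT2, and counted them on the genes of the Lawson annotation with featureCounts, and the deposited values are these raw counts, whole numbers for 36351 genes, without normalization or filtering. Strand and multi-mapping options of the counting are not given in the paper. The authors then tested for differential expression with DESeq2. Replicate numbers come from the sample labels, and samples of the same number are different larvae.

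Differential expression was computed from the deposited counts with edgeR 4.0.16 (R 4.3.3): genes were filtered with filterByExpr, libraries were scaled by TMM, and robust quasi-likelihood fits were tested by contrasts, with Benjamini-Hochberg adjustment. A DEG had an adjusted p under 0.01 and an absolute log2 fold change over 0.7. The standard error given is the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic, so it restates that statistic. MZKO and MHet at 10 dpf were compared in a fit of the 6 samples of that age. At 5 dpf, 1 fit of 15 samples gave ZKO against WT, MZKO against MHet, the mother's genotype (MHet and MZKO against Het and ZKO), MHet against Het, Het against WT, and the interaction of mother and own genotype. A difference between the ages in the effect of MZKO against MHet was tested in a fit of all 21 samples, a comparison added after the data were examined. CPM values are counts divided by TMM-scaled library sizes. Gene families, 18 lists of symbols taken from the paper's topics, were tested with camera of limma 3.58.1 with a correlation between genes of 0.01, and a family was counted when its adjusted p was under 0.05.

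Module levels were computed from the paper's lists of 1818 module genes as means of z-scored log2 CPM with a prior count of 2, and compared by two-sided exact permutation tests. Hub genes were ranked in networks of correlations of DESeq2's variance stabilized values raised to the power 12.

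Alternatives were DESeq2 1.42.0 (Wald test, its own size factors and independent filtering), DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every sample, the replicate number as a block, other thresholds (a linear fold change, no fold change threshold, an adjusted p under 0.05), only the groups compared in the fit, each replicate left out, and for families an inter-gene correlation estimated from the data. The 5 dpf design was taken to be a fit of 15 samples because the paper's lists share their base means. After several fits had been compared with those lists, DESeq2 and edgeR on all 21 samples in one fit were added, and the DESeq2 fit of all 21 samples gave the listed values. The designs used for the results were left as set.

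Total counts on genes were 19575824, 18765017 and 18439356 in WT, 19818321, 18931315 and 20018975 in Het, 17826389, 19758941 and 19594647 in ZKO, 22439739, 19970436 and 20403566 in MHet and 19453945, 20448552 and 18566356 in MZKO at 5 dpf, and 20262614, 22236006 and 16959935 in MHet and 22151836, 17165950 and 19412666 in MZKO at 10 dpf. A count of 3, taken as the floor, corresponds to 0.134 to 0.177 CPM. Between replicates of a group, counts differed by a chi-square per gene of 6.578 to 24.56, so the spread between pools exceeded counting error.

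The genes named are all genes that the paper's text names for the RNA-seq data or draws in Figs 6, 7 and 8, and in each comparison the 5 upregulated and 5 downregulated DEGs with the smallest p among those whose groups do not overlap. Of 310 such names from text and figures, 304 were found in the count table. The others were not analysed here. The fits were tested on simulated data made from the real means and library sizes with 200 changed genes. At a 2-fold change, edgeR called 126 of them in 15 samples and 90 in 6 samples, with 4 and 1 other genes called. At a 4-fold change it called 173 and 176, with 0 and 10 others. DESeq2 called 136 and 114 at a 2-fold change, with 5 and 10 others. The simulated genes varied independently, and the real pools at 10 dpf behaved otherwise. There edgeR called 10 genes and DESeq2 650. edgeR called 0 of the 24 coagulation genes drawn in Fig 6C, whose median log2 fold change was -2.37. The simulated recovery therefore does not tell what share of real changes edgeR finds at 10 dpf.

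Gene names and neighbours for the check of linked genes came from a RefSeq table of another assembly, GRCz12tu. Of the genes tested at 10 dpf, 19109 of 23597 (81%) were matched by name, and 79.6% of those tested at 5 dpf, so that check was made at 10 dpf. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.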

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

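The tests of explanations below were chosen after the results were seen, except those of the time of day and of linked genes, which are reported with the other observations.

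The effect of a larva's own -/- genotype differed between the offspring of ZKO females and of Het females at 5 dpf, by a test of the difference itself. The interaction was called by edgeR for 77 genes, 47 with a higher and 30 with a lower effect in the offspring of ZKO females. A difference in library size was tested by the same contrast of total counts. Of the swaps of same-numbered pools, a share of 0.562 gave a contrast as large. No such difference was thus detected, though this does not rule out a role of depth in single calls. Swapping same-numbered pools gave as many called genes in 6 of 32 splits, the real one included. All 6 are among the 8 splits that leave the MZKO and MHet pools in place and swap only ZKO and Het pools, which gave 58 to 158 genes, and the 24 splits that mix MZKO with MHet pools gave 0, against 4389 genes at an unadjusted p under 0.05 in the real one. The number of called genes thus follows the difference between MZKO and MHet, which these 8 splits keep. Of the 77 genes, 51 were also DEGs between MZKO and MHet, and 24 were DEGs neither there nor between ZKO and WT, while ZKO against Het was not tested by itself. The share of splits therefore does not measure how often chance gives such a count.

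The effect of MZKO against MHet differed between 5 and 10 dpf, by a test of the difference in all 21 samples that was added after the data were examined. edgeR called 913 genes, 343 with a higher and 570 with a lower effect at 10 dpf, and 7378 genes had an unadjusted p under 0.05. In the splits that swap same-numbered pools, 1 of 32, the real one, gave as many, and the highest other gave 242. A difference in library size that changes with age was tested by the same contrast of total counts, and 0.719 of the swaps of same-numbered pools gave a contrast as large. Total counts at 10 dpf alone were compared as 3 pools against 3, which is too few for a p under 0.1 (two-sided exact permutation test, p = 0.9). The labels give 0 batches shared by both ages, so a difference with age cannot be told apart from a difference between sequencing batches. A change with the course of the disease could also give this result, and the design does not separate the explanations.

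Among the DEGs by mother's genotype, 824 of 1494 lie outside all 7 modules of the paper's gene lists, 452 higher and 372 lower in the offspring of ZKO females. Total counts did not differ between the 6 pools of ZKO females and the 6 of Het females (two-sided exact permutation test, p = 0.188), nor did the share of counts in the 20 most counted genes (two-sided exact permutation test, p = 0.18). The counts as a percent of the aligned reads did differ, with a mean of 104% against 93.8% (two-sided exact permutation test, p = 0.026). A difference between the crosses in how reads were counted thus cannot be told apart from the mother's genotype. In 5 of the 6 pools of ZKO females the counts exceed the aligned reads that the paper lists. Whether those reads are of the same libraries was not tested. With DESeq2's size factors in place of TMM, 822 such genes were called. A shift in larval stage was tested by direction: 18.8% of these genes differed between MHet and Het at 5 dpf in the direction in which MZKO larvae at 10 dpf differ from those at 5 dpf, against 44.1% of all tested genes. Most of these genes thus moved opposite to age, as larvae of ZKO females behind in stage would show. The MZKO pools at 5 dpf also served to call these genes and to start the age contrast, which lowers the share by itself. MZKO and MHet larvae at 5 dpf share their mothers' genotype, and the ages are different batches. A difference found in these larvae at 5 dpf and not at 10 dpf would lower the share as well. The test therefore does not separate these from a delay, and does not decide on larvae ahead in stage. Of all DEGs by mother, the real split gave 1494, and 1 of 32 splits, the real one, gave as many, with at most 54 in the others. The labels give 0 crosses with larvae of both mother genotypes, so the mother's genotype cannot be told apart from a difference between crosses, clutches or collections. A maternal effect of *pomgnt2* may contribute, and it remains a hypothesis beside these.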

How the results depend on the processing

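Apart from the added fits and comparisons named here as added, designs, thresholds, gene families and alternatives were set before the data were examined. For each change below, the cause was not tested.

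With an adjusted p under 0.05, the DEGs numbered 427 (ZKO against WT, 27 up and 400 down), 367 (MZKO against MHet at 5 dpf), 1462 (MHet against Het), 273 (interaction), 298 (10 dpf) and 1954 (age difference, an added comparison), against 136, 220, 941, 77, 10 and 913. Without a fold change threshold they numbered 237, 992, 4949 (mother's genotype, against 1494) and 2191 for ZKO against WT, MZKO against MHet at 5 dpf, mother's genotype and MHet against Het, and with a linear fold change threshold 534, 2346 and 1465 for the last 3 of these. Without a filter on low counts there were 127 for the interaction and 164 at 10 dpf. With DESeq2's Wald test there were 435 for ZKO against WT (20 up and 415 down, against 7 and 129), 3 for Het against WT (against 0, with 2986 genes at an unadjusted p under 0.05), 202 for the interaction and 650 at 10 dpf (99 up and 551 down, against 4 and 6). With only the groups compared in the fit there were 11 for ZKO against WT and 123 for the interaction. In fits of all 21 samples, added after the data were examined, edgeR called 23 for ZKO against WT and 545 at 10 dpf, and DESeq2 called 220, 959 and, for the age difference, 1446.

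Across the fits that each left out 1 replicate, the DEGs ranged from 23 to 596 (ZKO against WT, highest without WT replicate 3), 0 to 45 (Het against WT), 33 to 84 (interaction), 114 to 222 (MZKO against MHet at 5 dpf), 4 to 212 (10 dpf) and 469 to 1337 (age difference). They stayed within 1.5 times of the count with all replicates for mother's genotype (1328 to 1448) and MHet against Het (647 to 765). The module differences by group kept their sign and p threshold in each of these fits, at 1.88 to 2.09 (green), -1.46 to -1.28 (yellow), -1.6 to -1.54 (turquoise) and 1.51 to 1.56 (blue). The modules were built from these pools and every such p was the smallest its test allows, so the p does not measure stability.

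Estimating the inter-gene correlation from the data left 0 families in ZKO against WT, 2 in MZKO against MHet at 5 dpf, 2 by mother's genotype and 3 at 10 dpf, against 7, 6, 11 and 14. Of 38 single family results past the threshold, 31 were weaker under that estimate. Leaving out a replicate made 9 of 294 family results weaker. No family result changed direction in these settings.

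With the replicate block, 365 DEGs were called at 10 dpf (28 up and 337 down), 159 for ZKO against WT, 231 for MZKO against MHet at 5 dpf, 1425 by mother's genotype, 898 for MHet against Het, 86 for the interaction, 786 for the age difference and 0 for Het against WT. Same-numbered pools are different larvae, and their deviations from the group means correlated at -0.0249 at 10 dpf and from -0.0409 to 0.0523 in the comparisons at 5 dpf.

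Of the DEGs at 10 dpf, 10% lay on the chromosome of *pomgnt2* against 4.41% of tested genes, 4.34% with DESeq2's DEGs, and 0% with the 100 neighbours on each side in place of the chromosome, which was added after the data were examined. A window of 10 Mb was not run.

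For single genes, the log2 fold change of ZKO against WT changed sign for *dag1* (-0.000466 with only the groups compared in the fit, and from -0.0458 to 0.0595 across fits without a replicate), *b3galnt2* (from -0.148 to 0.2), *pomk* (from -0.0136 to 0.229) and *pomt2* (from -0.0517 to 0.0782), and that of MZKO against MHet at 10 dpf for *pomgnt2* (from -0.205 to 0.0765). None of these was called in these fits.
Of the 84 results for single genes, 12 were stronger and 1 weaker with DESeq2's Wald test, 10 were stronger with the block of replicate numbers, and 0 changed with DESeq2's size factors in edgeR. With only the groups compared in the fit, 9 of 64 were weaker and 1 reversed. With DESeq2 on all 21 samples, 15 of 68 were stronger and 1 weaker, and with edgeR on all 21 samples, 7 were stronger and 9 weaker. Without a filter on low counts, 2 of 84 were stronger, and with at least 10 counts in every sample, 0 of 79 changed. Leaving out a replicate, 46 of 600 were weaker, 10 stronger and 10 reversed.

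The depth, and with it the floor of 3 counts, limits *jac6* in MHet at 5 dpf, where the counts were 0, 0 and 2, so its fold change there is a lower bound.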

Differences from the paper's values

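At 10 dpf, edgeR called 10 DEGs between MZKO and MHet, 4 up and 6 down, against the paper's 959, 149 up and 810 down. Of the alternatives set before the data were examined, DESeq2's Wald test on the 6 samples came within 1.5 times of the paper's total and downregulated counts, at 650 and 551, but not of its upregulated count, at 99. The others (DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every sample, a replicate block, a linear or no fold change threshold, an adjusted p under 0.05, and each replicate left out) did not come within 1.5 times of any of the 3. DESeq2's Wald test on all 21 samples in one fit, chosen after seeing the values, gave 959, 149 and 810, and edgeR on all 21 samples, also chosen after seeing the values, gave 103 upregulated genes, within 1.5 times of the paper's count, and 442 downregulated genes, which was not.

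For ZKO against WT at 5 dpf, edgeR called 7 upregulated DEGs against the paper's 17 and 129 downregulated DEGs against the paper's 203. Of the alternatives set before the data were examined, the upregulated count came within 1.5 times of the paper's with a linear fold change threshold (20), with DESeq2's Wald test (20), without WT replicate 3 (23) and without ZKO replicate 3 (13). The downregulated count did so with a linear fold change threshold (171), with no fold change threshold (177), with no filter on low counts (163), with at least 10 counts in every sample (146) and with a replicate block (152). The remaining alternatives for each count did not, among them DESeq2's Wald test for the downregulated count (415). DESeq2's Wald test on all 21 samples in one fit, chosen after seeing the values, gave 17 and 203, and edgeR on all 21 samples gave 2 and 21.

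For *dag1* in MZKO against MHet at 5 dpf, the edgeR adjusted p was 0.0046, against the paper's 0.001. None of the alternatives set before the data were examined came within 1.5 times, with DESeq2's Wald test giving 0.00013 and the edgeR alternatives from 0.0037 to 0.026. DESeq2 on all 21 samples in one fit, chosen after seeing the values, gave an adjusted p of 0.0014, and edgeR on all 21 samples 0.011.

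The mean fold of the grey module in Het against WT was 1.42 over the 25 of its 26 genes that passed the filter on low counts, against the paper's 2.29. No alternative was computed for this value.

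The paper reports *fbxo32* as upregulated among the changes in MZKO at 5 dpf. Its log2 fold change in MZKO against MHet was -2.49 (edgeR adjusted p = 0.019), and it was also negative with DESeq2 on the same 15 samples (-2.50, DESeq2 adjusted p = 0.00035) and on all 21 samples (-2.50, DESeq2 adjusted p = 0.006), so no setting that was run gave the paper's direction at that age.

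Several genes that the paper counts or draws as DEGs were not called by edgeR. In ZKO against WT, *fosab* and *b3gat1b* were called by DESeq2's Wald test on the 15 samples and on all 21, by edgeR with an adjusted p under 0.05, and by edgeR without ZKO replicate 3 (*fosab*) or without WT replicate 3 (*b3gat1b*). At 10 dpf, DESeq2's Wald test on the 6 samples called *jac8*, *LOC564660*, *mybpc2b*, *myhz1.2*, *hao1*, *g6pca.1*, *apoa1a*, *apoa1b*, *apoea* and *apom*, and DESeq2 on all 21 samples, chosen after seeing the values, called these and *apoa4a*, *apoa4b.1*, *apoa4b.2* and *apoc2*. The edgeR fit with a replicate block called all of these except *mybpc2b* and *myhz1.2*, and edgeR without a filter on low counts called *mybpc2b* and *myhz1.2*. With an adjusted p under 0.05, edgeR called *jac8*, *LOC564660*, *mybpc2b*, *myhz1.2*, *apoa1b* and *apoea*. Without MHet replicate 2 it called *jac8*, *LOC564660*, *mybpc2b*, *myhz1.2* and *hao1*, and without MZKO replicate 2 it called *mybpc2b*. edgeR on all 21 samples, also chosen after seeing the values, called *jac8*, *LOC564660*, *mybpc2b*, *myhz1.2*, *hao1*, *g6pca.1*, *apoa1b* and *apom*.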

Other observations

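Of the tests below, those of the time of day and of linked genes were written down before the results were seen, and the others were chosen after them.

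The circadian regulators were lower in the offspring of ZKO females at 5 dpf. In 1 of 32 splits that swap same-numbered pools, the real one, the limma camera p was as small, and the smallest in the other splits was 0.000224. A different time of day of collection predicts that the clock activators, which peak opposite to the *per* and *nr1d* genes, move the other way. Of 9 such genes, 6 were higher and 3 lower in the offspring of ZKO females, with a median log2 fold change of 0.35 (limma camera adjusted p = 0.00331, between 0.002 and 0.0856 over its alternatives, the highest with the inter-gene correlation estimated). The pattern is consistent with collection of the crosses at a different time of day, and the times of collection are not given. The labels also give 0 crosses with larvae of both mother genotypes, so a difference between crosses, clutches or collections cannot be told apart from an effect of the mother's genotype. An effect of maternal *pomgnt2* on the clock is therefore not separated from these explanations.

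Larvae sorted by the *pomgnt2* allele also share the chromosome segment around it. At 10 dpf, 1 of 10 edgeR DEGs lay on chromosome 16, that of *pomgnt2* in the GRCz12tu assembly, against 842 of 19109 tested genes (Fisher's exact test, p = 0.363). Of DESeq2's DEGs, 24 of 553 lay there, 4.34% against 4.41% of tested genes (Fisher's exact test, p = 1), and 6 of 553 were among the 100 neighbours on each side of *pomgnt2*, a region added after the data were examined, 1.08% against 1% (Fisher's exact test, p = 0.827). In these tests no excess of DEGs near *pomgnt2* was detected.

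Genes upregulated in MZKO against MHet at 5 dpf may belong to a programme that older larvae also switch on: 67.6% of them were higher in MHet at 10 dpf than in Het at 5 dpf, against a median of 47.6% and at most 62.8% in 10000 random gene lists matched on expression. Of the downregulated DEGs, 72% were lower at 10 dpf, against a median of 52% and at most 76% in such lists. The ages are different batches and the groups differ by mother, so this remains a hypothesis.

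The jacalins were higher in MZKO. If reads had only moved between genes of the family, the summed level of the 9 genes would be equal in the groups, but it was 17.5-fold higher in MZKO at 10 dpf. Reads shared between genes of the family therefore leave the rise of the family unexplained, and a biological cause may underlie it. Which single genes rose remains open.

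WT replicate 3 stood apart from WT replicates 1 and 2 in the yellow and brown modules. Replicates 1 and 2 were the pools that lay above all others, at 1.62 and 1.18 in brown and at 1.67 and 1.59 in yellow. The highest pool outside WT stood at 0.444 in brown and 0.674 in yellow. WT replicate 3, at -0.453 and 0.0365, lay within the range of those pools. The fall from WT to ZKO in these modules thus leans on WT replicates 1 and 2. The alignment rate of WT replicate 3, 81.95%, was the lowest. The other pool with a low rate, MHet replicate 3 at 87.64%, departed from its group with a correlation of 0.0717 to the departure of WT replicate 3, rank 3 of the 12 pools outside WT, but its rate fell less than that of WT replicate 3, so this single pool does not decide whether the alignment rate accounts for the difference. Total counts of the WT pools were within 1.06 times of each other. No biological explanation was tested.

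Other splits of the same samples were tried for each comparison. Where 3 pools are compared with 3, 4 splits part as many same-numbered pairs as the real one, the real one included, too few for a share under 0.05. As many DEGs as in the real split came in 1 of 4 at 10 dpf, 1 of 4 for ZKO against WT, 1 of 4 for MZKO against MHet at 5 dpf, 1 of 4 for MHet against Het and 4 of 4 for Het against WT, where the count was 0 and 2986 genes had an unadjusted p under 0.05. As many gene families came in 1 of 4 splits at 10 dpf, 2 of 4 for ZKO against WT, 3 of 4 for MZKO against MHet at 5 dpf, and 2 of 32 by mother's genotype. In the splits that part the groups otherwise, the highest DEG count was 3, for ZKO against WT. The family tests thus often reach as many families in splits that do not follow the genotype. For each family listed next, 1 of the 3 other splits gave a smaller unadjusted limma camera p than the real one. At 10 dpf these were proteasome genes (4.69e-16 against 7.54e-06), collagens (8.55e-14 against 4.44e-10), sterol biosynthesis (5.35e-12 against 5.51e-08) and heat shock proteins and chaperones (0.000857 against 0.00316). For MZKO against MHet at 5 dpf they were crystallins (1.22e-16 against 2.65e-14) and collagens (1.85e-20 against 1.49e-09), and for ZKO against WT crystallins (1.12e-09 against 9.35e-07). In ZKO against WT, the smallest other p came close for complement (1.26e-13 against 2.57e-14) and apolipoproteins (3.59e-07 against 1.25e-07). By mother's genotype, a p as small came in 12 of 32 splits for proteasome genes, 8 for collagens, 3 for tubulins, 2 for heat shock proteins and chaperones and 1, the real one, for crystallins, where the smallest other was 3.03e-37 against 1.46e-37. These p-values thus do not set the families named here apart from other groupings of the pools.

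The share of counts in the 20 most counted genes was 12.4% to 16% at 10 dpf, and every MZKO pool was below every MHet pool (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow).

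For the 86 genes of the qPCR array in the paper's supplementary table, the direction of the paper's qPCR change was that of the RNA-seq change in 43 genes for ZKO, 43 for MHet and 44 for MZKO, with correlations across genes of 0.0961, -0.14 and -0.0651 (two-sided permutation of genes, p = 0.39, 0.18 and 0.54). Of the genes that the paper names from this array, *gck* had a fold against WT of 0.21 by the paper's qPCR and 4.27 by RNA-seq in MZKO. In MHet it rose by both, with 1.47 and 5.08. *b2m* had 2.73 by the paper's qPCR and 0.389 by RNA-seq in MHet, and 3.41 and 0.432 in MZKO. *fbp2* had 2 and 0.508 in MHet and 2.28 and 0.657 in MZKO, and *g6pca.1* had 2.14 and 0.755 in MHet and 1.65 and 0.645 in MZKO. *rpe* had 1.77 and 0.776 in ZKO, 0.57 and 0.915 in MHet and 1.59 and 0.966 in MZKO. *hk2* rose by both, with 1.51 and 2.28 in MHet and 2.3 and 2.44 in MZKO. The array was run on other pools of larvae, and the cause was not tested.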
